# Nutrient Transporter Gene Expression in the Early Conceptus—Implications From Two Mouse Models of Diabetic Pregnancy

**DOI:** 10.3389/fcell.2022.777844

**Published:** 2022-04-11

**Authors:** Claudia Kappen, Claudia Kruger, Sydney Jones, J. Michael Salbaum

**Keywords:** neural tube defect, visceral endoderm, yolk sac, implantation site, mid-gestation mouse embryos

## Abstract

Maternal diabetes in early pregnancy increases the risk for birth defects in the offspring, particularly heart, and neural tube defects. While elevated glucose levels are characteristic for diabetic pregnancies, these are also accompanied by hyperlipidemia, indicating altered nutrient availability. We therefore investigated whether changes in the expression of nutrient transporters at the conception site or in the early post-implantation embryo could account for increased birth defect incidence at later developmental stages. Focusing on glucose and fatty acid transporters, we measured their expression by RT-PCR in the spontaneously diabetic non-obese mouse strain NOD, and in pregnant FVB/N mouse strain dams with Streptozotocin-induced diabetes. Sites of expression in the deciduum, extra-embryonic, and embryonic tissues were determined by RNAscope *in situ* hybridization. While maternal diabetes had no apparent effects on levels or cellular profiles of expression, we detected striking cell-type specificity of particular nutrient transporters. For examples, Slc2a2/Glut2 expression was restricted to the endodermal cells of the visceral yolk sac, while Slc2a1/Glut1 expression was limited to the mesodermal compartment; Slc27a4/Fatp4 and Slc27a3/Fatp3 also exhibited reciprocally exclusive expression in the endodermal and mesodermal compartments of the yolk sac, respectively. These findings not only highlight the significance of nutrient transporters in the intrauterine environment, but also raise important implications for the etiology of birth defects in diabetic pregnancies, and for strategies aimed at reducing birth defects risk by nutrient supplementation.

## Introduction

Diabetes of the mother in early pregnancy is a well-known risk factor for heart defects and neural tube closure defects in the offspring (Molsted Pedersen et al., 1964; Kucera, 1971; Mills, 1982). In rodent models of diabetic pregnancy, the incidence of structural birth defects was shown to be reduced after supplementation of various micronutrients, among them Vitamin C, Vitamin E, Lipoic acid, Arachidonic Acid, and Folic Acid (Goldman et al., 1985; Piddington et al., 1996; Sivan et al., 1996; Viana et al., 1996; Reece and Wu, 1997; Siman and Eriksson, 1997; Wiznitzer et al., 1999; Cederberg et al., 2001; Wentzel and Eriksson, 2005; Wentzel et al., 2005; Reece et al., 2006; Oyama et al., 2009; Sugimura et al., 2009). We previously demonstrated that Folic Acid supplementation also leads to decreased frequency of neural tube defects in a genetic model of diabetes (Salbaum et al., 2015), the non-obese diabetic mouse strain (Leiter, 1989). Furthermore, we demonstrated that composition of the maternal diet can modulate the risk for neural tube defects in Streptozotocin-induced diabetic mouse pregnancies (Kappen et al., 2011). These evidences highlight the importance of nutrient availability for susceptibility to abnormal development under conditions of maternal diabetes.

The generally accepted pathogenic culprit in diabetic pregnancies is hyperglycemia (Cockroft and Coppola, 1977; Freinkel, 1988; Eriksson et al., 1991), consistent with findings of lower birth defect incidence in infants born to mothers with good glycemic control. However, even with optimal control and micronutrient supplementation, a substantial risk for birth defects remains (Evers et al., 2004; Banhidy et al., 2011; Agha et al., 2016; Nasri et al., 2018), paralleling the observations in rodent models that supplementation cannot completely suppress the outcomes of adverse exposure. In addition to hyperglycemia, human type I diabetes is also characterized by hyperlipidemia in the mother in early pregnancy (Reece et al., 1994a; Basu et al., 2012; Barrett et al., 2014), and in diabetic rats, increased triglyceride and fatty acid concentrations were found in the circulation (Shafrir and Khassis, 1982; Eriksson et al., 1991; Martin and Herrera, 1991). Thus, macronutrient availability is also altered in diabetic pregnancies, prompting us to investigate whether potential changes in the expression of nutrient transporters could account for the adverse outcomes of diabetic pregnancies.

Specifically, we focused on expression of genes in the Slc2a glucose transporter family, given association of several genes within this family to embryonic (Slc2a1/Glut1, Wang et al., 2006; Slc2a3/Glut3, Ganguly et al., 2007; Slc2a9/Glut9, Preitner et al., 2009) or pre-weaning (Slc2a2/Glut, Gulliam et al., 1997) lethality and intrauterine growth restriction (Slc2a3/Glut3; and Slc2a4/Glut4, Katz et al., 1995). Transporters encoded by this gene family differ in their specificity and selectivity for hexose molecules, and can also transport glucosamine, ascorbate, myo-inositol and urate, and in their tissue-specific expression patterns and localization within cells (Mueckler and Thorens, 2013). A second focus of the present study was on genes encoding fatty acid transporters. Five cell-surface-associated members of the Slc27a family have been identified, and deficiency of Slc27a4/Fatp4 results in pre- and post-natal lethality (Herrmann et al., 2003), whereas absence of Slc27a1/Fatp1 (Kim et al., 2004), and Slc27a5/Fatp5 (Doege et al., 2006) in mice alters their metabolism, as does deficiency of the fatty acid transporter CD36 (Febbraio et al., 1999). The lack of carnitine-palmitoyl transferases from the outer mitochondrial membrane results in embryonic lethality (Cpt1a, Nyman et al., 2005; Cpt1b, Ji et al., 2008) or reduced body weight (Cpt1c, Wolfgang et al., 2006), whereas deficiency of Cpt2 (from the inner mitochondrial membrane is associated with pre-weaning lethality and multiple anatomical alterations. As with glucose transporters, substrate specificity and selectivity varies, as do tissue- and cell-type-specific expression patterns. Our results from early pregnancy time points that precede the pathogenesis of neural tube closure defects are interpreted relative to their ramifications for the pathogenic mechanisms underlying defective neural tube closure in diabetic pregnancies.

## Materials and Methods

### Animals

Mice of the FVB/N strain were purchased from Charles River Laboratories, NOD mice were purchased from The Jackson Laboratory. Blood glucose levels in NOD females over the age of 12 weeks were monitored weekly; once the levels were greater than 250 mg/dl, the females were considered diabetic, and were mated to normoglycemic NOD male mice. Hyperglycemia was induced in FVB/N females after 8 weeks of age by Streptozotocin injection as described previously (Kappen et al., 2011; Salbaum et al., 2011; Kappen et al., 2012; Kappen et al., 2019). All mice were housed in specific pathogen-free conditions, and were fed Purina 5,001 chow diet. All animal husbandry was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health of the United States of America, covered by protocols approved by the Institutional Animal Care and Use Committee of the Pennington Biomedical Research Center, an entity in the Louisiana State University System in Baton Rouge, LA.

### RNA Isolation

RNA from individual mouse decidua (4–7 independent pregnancies from NOD and 3 different pregnancies from FVB the strain) at E7.5 and E8.5 was isolated using TRIzol Reagent (Life Technologies) according to the manufacturer’s instructions. In short, tubes containing the decidua in 1 ml TRIzol were thawed at room temperature, 200 μL chloroform was added, and the contents were mixed by vortexing for 10 s, before incubating at room temperature for another 5 min. After centrifugation at 15,300 x *g* for 15 min at 4°C, the aqueous layer was carefully transferred to a new set of tubes and 5 μg glycogen (Thermo Fisher Scientific), 500 μL Isopropanol (Fisher Scientific), and 10 μL 8M LiCl (Sigma-Aldrich) were added to assist with precipitation at −20°C overnight. The next morning, centrifugation occurred at 21,000 x *g* for 20 min at 4°C; the pellet was washed using 500 μL 70% ethanol. After centrifugation at 15,300 x *g* for 10 min at 4°C all ethanol was removed and the pellet allowed to air dry. The RNA pellet was dissolved in 50 μL nuclease-free water (Ambion) and incubated at 55°C for 15 min. RNA integrity was measured using the RNA 6000 Nano chip on the Agilent 2,100 Bioanalyzer (Agilent Technologies) which yielded RNA integrity numbers (RIN) of 6.8 and above for all investigated samples.

### Reverse Transcription

The High-Capacity cDNA Reverse Transcription Kit with RNase inhibitor (Applied Biosystems) was used to reverse transcribe 1 μg RNA from each sample into cDNA. In brief, the 20 μL reaction consisted of 10 μL 2X RT Master Mix and 10 μL RNA sample. The Master Mix contained 2.0 μL 10X RT Buffer, 0.8 μL 25X dNTP Mix (100 mM), 2.0 μL 10X RT Random Primers, 1 μL MultiScribe Reverse Transcriptase, 1 μL RNase Inhibitor and 3.2 μL Nuclease-free water. The thermal cycling conditions were as follows: 10 min at 25°C, 120 min at 37°C, 5 min at 85 and 4°C. Synthesized cDNA was transferred into a new tube and 80 μL nuclease-free water was added to a final concentration of 10 ng/μL for each sample.

### Primers

Gene sequences were downloaded from the Ensembl genome browser and Primer Express Software v3.0 (Applied Biosystems) was used in its default settings for primer pair design. Where possible, the amplicon was designed to span across an exon-exon boundary to exclude amplification from potential contamination with genomic DNA. The locations and sequences of primers have been published (Kappen et al., 2019). Synthesis of the primer sets was carried out by IDT (Integrated DNA Technologies, Coralville, IA). Primers were reconstituted with low-TE (Thermo Fisher) to a concentration of 100 μM and diluted with nuclease-free water to a working solution with a 10 μM concentration.

### Quantitative Real-Time PCR

Quantitative real-time PCR was performed on the 7900HT Sequence Detection System (Applied Biosystem) with default settings, including dissociation curves for each assay. Using the epMotion 5,075 (Liquid Handling Robot, Eppendorf), the PCR reactions were set up in a 384-well plate (Applied Biosystems) with 1.6 ng cDNA per reaction in a total volume of 10 μL per reaction, consisting of 3 μL cDNA, 5 μL iTaq Universal SYBR Green Supermix containing ROX as passive reference dye (Bio Rad), 1.8 μL water, 0.1 μL forward primer and 0.1 μL reverse primer. The thermal cycling reaction started with 2 min at 50°C and 10 min at 95°C for optimal DNA polymerase activation. PCR reactions consisted of a denaturation step of 15 s at 95°C, annealing and extension for 1 min at 60°C, for a total of 40 cycles. Reactions were run in triplicates, including no-template controls (water instead of cDNA) for each gene. Analyses were performed using six individual decidua from the FVB strain and twelve decidua from the NOD strain per condition and time point.

The comparative CT method (2^−ΔΔCT^) was used for relative quantification of gene expression (User Bulletin #2, Applied Biosystems). For each primer set, the actual amplification efficiency (AE) across all samples was calculated and implemented in the formula to calculate Fold-changes as described before (Kappen et al., 2012). Polymerase epsilon 4 (Polε4) was used as reference gene for normalization to derive ΔCt values. For each primer pair, the amplification efficiency was calculated by applying the formula: (Rncycle (n)/(Rncycle (n-1) over three consecutive cycles, starting at the determined Ct value in the geometric phase.

### Statistical Analysis

Statistical analysis of comparisons between conditions and strains was conducted using t-tests, assuming unequal variances and requiring two-sided *p*-values. *p*-values smaller than 0.05 were considered significant. DataAssist software (Applied Biosystems) was used to identify possible outliers among triplicate measurements.

### Histology

Individual decidua at E8.5 from normal and diabetic pregnancies were stored in 10% formalin until processed in the Tissue-Tek VIP instrument (Sakura Finetek USA, Inc., Torrance, CA, United States), and afterwards were paraffin-embedded with the Embedder Histocentre 3 (Thermo). Serial sections of 5 μm paraffin-embedded tissues were prepared using the Leica RM2255 fully automated rotary microtome (Leica Biosystems Inc.). Sections were applied onto Superfrost Plus Microscope Slides (Fisher Scientific) and stored in slide boxes until use. Cover-slipped slides were scanned in bright field settings using the NanoZoomer Digital Pathology (NDP) slide scanner (Hamamatsu, Bridgewater, NJ, United States).

### *In situ* Hybridization

To localize genes of interest in decidua derived from normal and diabetic pregnancies we used the RNAscope 2.5 HD Detection Kit (RED) (Advanced Cell Diagnostics, Hayward, CA, United States). Their double Z target RNA-specific oligonucleotide probes are designed to identify single RNA transcripts per cell. We followed the manufacturer’s protocol made available under www.acdbio.com/support. In short, after sections were deparaffinized and pretreated, hybridization to target RNA, and multi-step signal amplification were followed by a final detection step using Fast Red. The following adjustments were made to the vendor-supplied protocol: the pretreatment with Protease Plus was shortened to 15 min, counterstaining of slides was performed using Hoechst 3,342 (Invitrogen), and ProLong Gold antifade reagent with DAPI (Invitrogen) was used for mounting. Every experiment included probes for Cyclophilin B (Ppib) as a positive control and the bacterial gene dapB as a negative control.

### Validation of RNAscope Probes

Glycerol stocks for bacteria containing Slc2a1/Glut1, Slc2a2/Glut2, Slc2a3/Glut3, and Baz1b cDNA plasmids were obtained from Open Biosystems (Huntsville, AL, United States) and transferred onto LB plates using the appropriate antibiotics to obtain single colonies, which were then cultured. Plasmid DNA was extracted using the Zyppy plasmid miniprep kit (Zymo Research, CA, United States). Identity of each plasmid DNA was confirmed by Sanger sequencing. Extracted linearized (EcoRV) plasmid DNA was denatured at 98°C for 5 min and cooled down on ice-water. Droplets of 0.5 μL (2.5 and 0.5 ng DNA) of each plasmid were transferred onto Superfrost Plus Microscope Slides, and first dried at room temperature, before an incubation for 2hrs on a hot plate set to 80°C. Using RNAscope probes for Slc2a1/Glut1, Slc2a2/Glut2, and Slc2a3/Glut3, the above-mentioned protocol for *in situ* hybridization was followed as described (no pretreatment of the sample). Baz1b plasmid DNA served as negative control. Slides were cover-slipped with ProLong Gold antifade reagent containing DAPI and scanned using the NanoZoomer Digital Pathology (NDP) instrument.

### Next-Generation Sequencing Datasets

Transcriptomics data for embryos and yolk sac samples from next-generation RNAseq experiments had been generated previously (J.M. Salbaum et al., manuscript in preparation). Briefly, embryos and yolk sacs were dissected at the respective developmental stage from conceptuses of normoglycemic and diabetic pregnant dams of the non-obese diabetic (NOD) mouse strain (The Jackson Laboratory). Embryos and associated yolk sacs were isolated at embryonic day E8.5 and staged according to the presence of somite pairs, and individually subjected to the RNAseq Protocol. Results were expressed as normalized counts, with normalization relative to the size of each sequencing library, as implemented in DESeq2 (Love et al., 2014). The transcriptomics dataset analyzed in this study has been deposited in the Gene Omnibus database (accession number GSE197396).

## Results

Two mouse models of maternal diabetes in pregnancy were employed in this study: 1) the non-obese diabetic (NOD) strain in which females become hyperglycemic spontaneously between 12 and 18 weeks of age, and 2) FVB mice in which hyperglycemia was induced by administration of Streptozotocin; females with blood glucose levels above 250 mg/dl were considered diabetic/hyperglycemic and then mated to normoglycemic males of the respective strains to establish pregnancies. Depicted in Figure 1 are blood glucose levels and weights of pregnant dams at the time point of sacrifice. Blood glucose levels were consistently high in diabetic dams, but dam weights or litter sizes were not significantly different.

**FIGURE 1:**
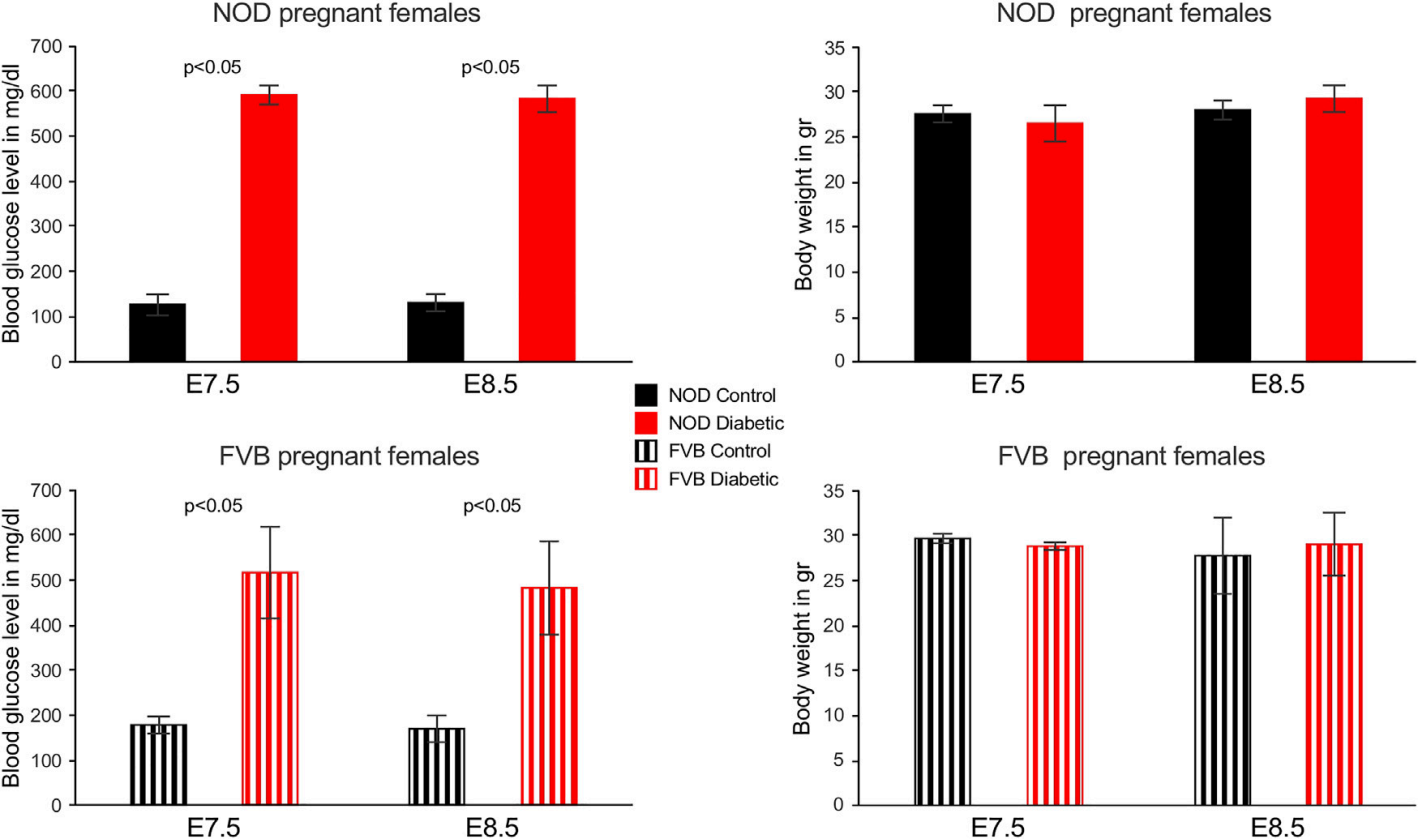
Blood glucose levels and weights of pregnant mouse dams. Blood glucose levels were measured weekly in NOD females and in FVB females after Streptozotocin administration, on the day of mating, and again at the time of sacrifice. All diabetic females exhibited glocuse levels higher than 360 mg/dl at the time of sacrifice, in cases where readings exceeded the scale of the glucometer, the value was set to 600 mg/dl (3 out of 5 NOD dams at E7.5, 4 out of 6 NOD dams at E8.5, one out of 3 FVB dams at E7.5). Weights of dams did not significantly differ between groups or time points.

To measure nutrient transporter expression in maternal decidual tissue, individual implantation sites were isolated at 7.5 (E7.5) and 8.5 (E8.5) days of gestation, and embryos were removed by microdissection. Real-time reverse transcriptase-mediated quantitative PCR was employed to detect all known isoforms of glucose and fatty acid transporters, using previously published (Kappen et al., 2019) primer sets. Of the glucose transporters surveyed, expression of Slc2a2/Glut2 and Slc2a7/Glut7 was undetectable by RT-PCR in any condition at either time point examined; absence of Slc2a4/Glut4 expression in embryos was also reported before (Hogan et al., 1991). As shown in Figure 2, Slc2a1/Glut1, Slc2a3/Glut3, and Slc2a12/Glut12 exhibited the highest levels of expression at E7.5 and E8.5, while Slc2a13/Glut13, Slc2a10/Glut10, and Slc2a9/Glut9 had the lowest expression. Among the genes encoding proteins involved in fatty acid transport, Slc27a4/Fatp4 displayed the highest expression level in decidua, and Slc27a5/Fatp5 the lowest level. Of the carnitine-palmitoyl transferases, isoforms 1a and 2 were most prominently expressed at all stages and conditions tested.

**FIGURE 2:**
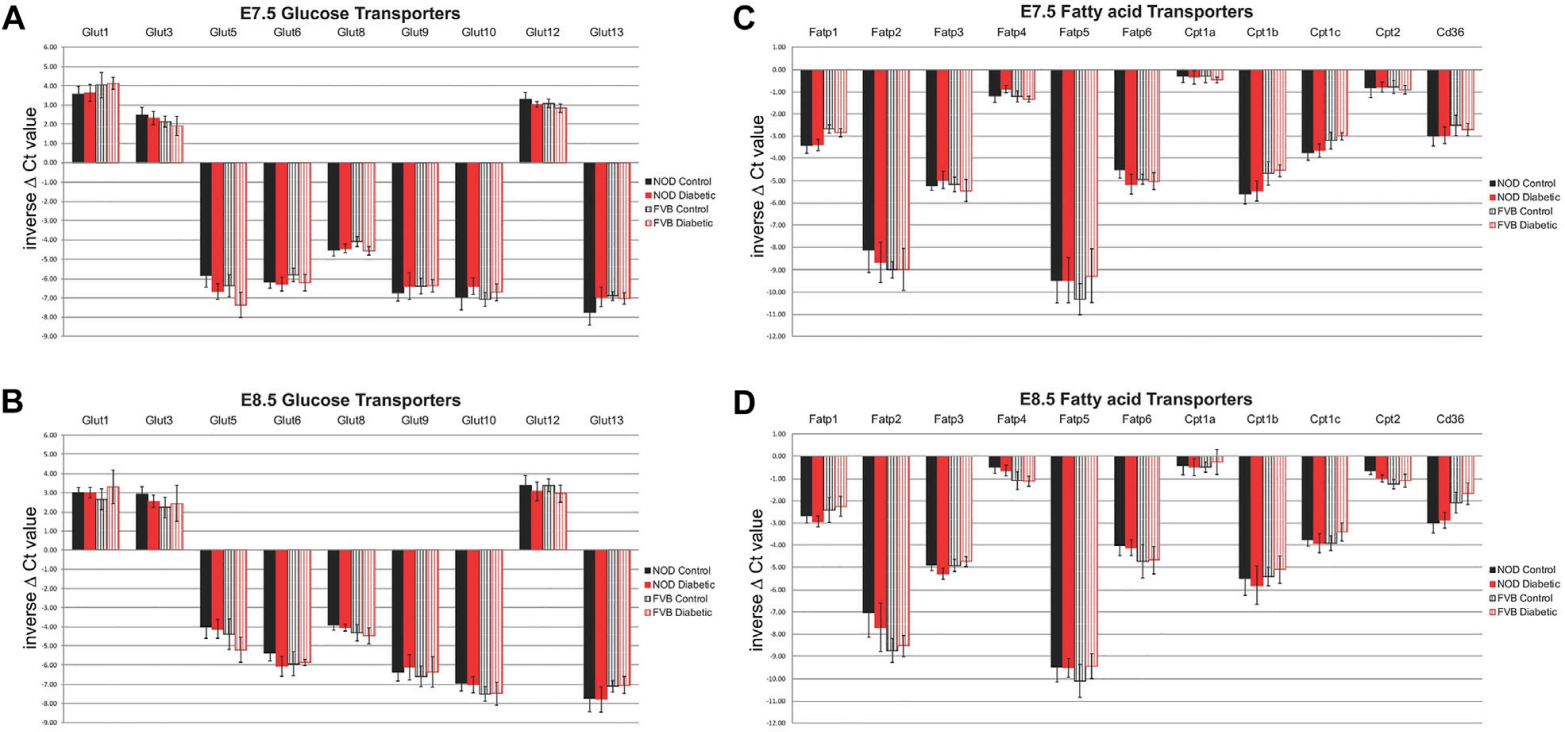
Expression of Glucose and Fatty Acid Transporters in decidua as measured by quantitative RT-PCR. Panels **(A)** and **(B)**: glucose transporters at E7.5 **(A)** and E8.5 **(B)** days of gestation; Panels **(C)** and **(D)**: fatty acid transporters at E7.5 **(C)** and E8.5 **(D)** days of gestation. Results are graphed as inverse ΔCt values so that the highest expression levels are depicted at the top of each figure. For FVB pregnancies (striped bars), each group consisted of 6 individual decidua (*n* = 6), from at least three independent pregnancies, for NOD pregnancies (solid bars), each group consisted of 12 individual decidua (*n* = 12), from at least 6 independent pregnancies, respectively. Samples from diabetic dams are depicted in red, samples from normoglycemic controls are shown in black. Expression levels were not significantly different between strains, nor when compared between metabolic conditions.

Notably, there were no significant differences in expression level between time points. Interestingly, there was also no evidence for differences in nutrient transporter expression between normoglycemic pregnant dams of the two different mouse strains, NOD and FVB (Figure 2, compare solid and striped color bars). Of particular relevance for nutrient transport in diabetic pregnancies is the lack of significant differences when decidua from pregnancies of normoglycemic dams (black bars) are compared to decidua samples from diabetic pregnancies (red bars); equivalence of nutrient transporter expression between the metabolic states was found in both the genetic (NOD) as well as the pharmacological (FVB) diabetes model. Taken together, our results support the conclusion that nutrient transporter expression is not altered by maternal metabolic disease. Even though we cannot exclude the possibility that protein levels and transport activities may differ, our findings reveal that the potential for nutrient transport to the embryo is not impaired at the transcriptional level, based upon assays of whole decidua (minus the embryos).

To assess whether maternal diabetes altered the cellular distribution of nutrient transporter transcripts within each deciduum, we performed RNAscope *in situ* hybridization assays on serial sections through entire implantation sites. The presence of embryos in these samples also enabled us to detect nutrient transporter expression in the early embryo prior to formation of a placenta. For these experiments, we first validated the specificity of target detection by our probes, particularly among the most highly expressed glucose transporters, Slc2a1/Glut1, and Slc2a3/Glut3, compared to Slc2a2/Glut2. Figure 3 shows hybridization of Slc2a/Glut transporter family RNAscope probes to linearized cDNAs that were spotted onto glass slides. Specific reactivity for each respective RNAscope probe was found only to its cognate cDNA, demonstrating absence of any cross-reactivity, and implying that all glucose transporter RNAscope probes used were highly specific. We then employed these probes for hybridizations to tissue sections of entire decidua, containing the conceptus as well.

**FIGURE 3:**
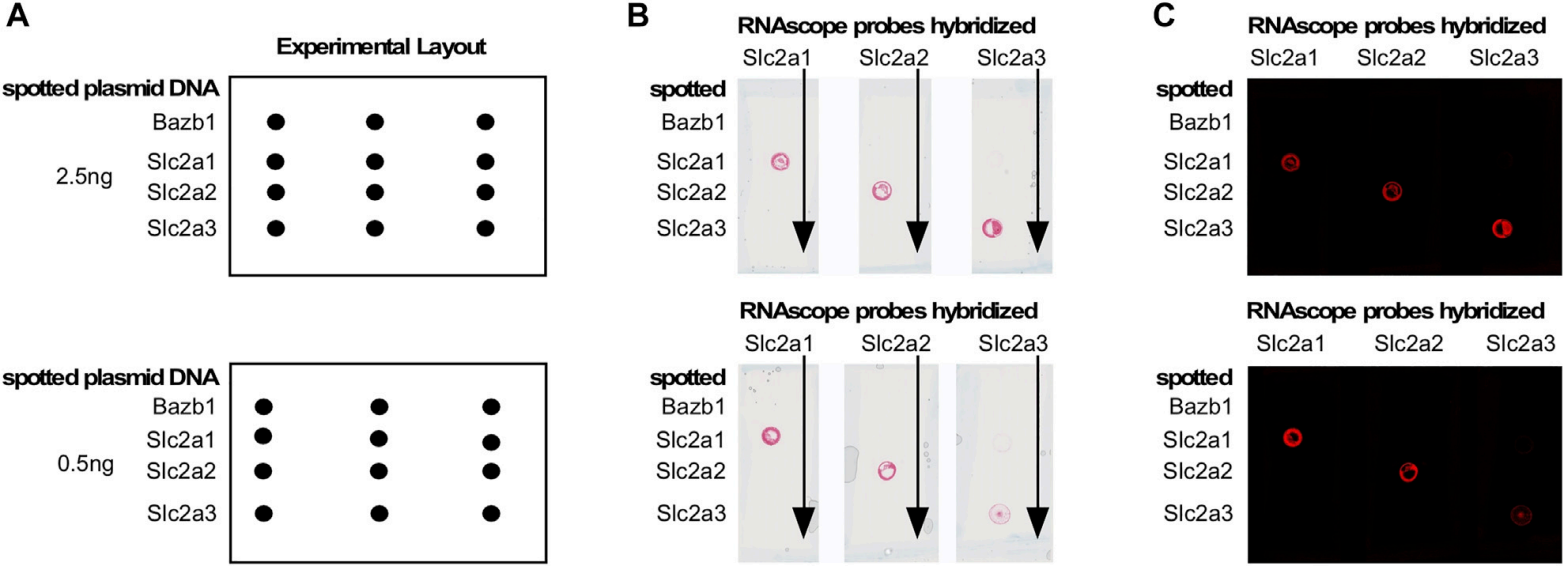
Validation of RNAscope probes for Glucose transporters. Target cDNAs in linearized form were spotted onto a glass slide as shown in the schematic in Panel **(A)**. Panel **(B)**: RNAscope probes were hybridized to all spots in a given column; probe binding (red signal) was only observed at the spot containing the cognate cDNA. Panel **(C)**: Image of the result in Panel **(B)**, which reveals the signal as red fluorescence. No cross-reactivities were observed, demonstrating exclusive specificity of each RNAscope probe for its target.

In normoglycemic females of NOD strain at 6.5 days of gestation, Slc2a1/Glut1 is expressed in the decidual tissue, particularly in outer cells, and in the extraembryonic tissue (Figure 4). Within the embryo, some signal for Slc2a1/Glut1 is detectable at this time point, mostly in neuroectodermal cells. Slc2a2/Glut2 is only weakly expressed in the deciduum, and undetectable in the embryo proper. The strongest signal is found for Slc2a3/Glut3, which is expressed throughout the deciduum, and markedly in the extraembryonic tissue, but only at moderate levels in the embryo. Slc2a5/Glut5 is also weakly expressed throughout the implantation site at this developmental stage. By E7.5, Slc2a1 expression becomes more prominent in deciduum, and extraembryonic as well as embryonic tissues display very strong expression. For comparison, the transcription factor Cdx2 exhibits moderate expression in some decidual cells, strong expression in extraembryonic tissue, and within the embryo is restricted to the posterior region and primitive streak, consistent with published data (Bialecka et al., 2012). Expression of the Ets-like transcription factor Elf5 is also readily detectable in extraembryonic tissue (Donnison et al., 2005), but absent from the embryo. Transcription factor Tead4 (Yagi et al., 2007) is very strongly expressed throughout the deciduum, with less intense signal displayed in extraembryonic cells. At E8.5, Slc2a1/Glut1 exhibits strongest expression in the ectoplacental cone and trophoblast giant cells, and throughout the embryo, where neuroepithelial cells display stronger expression than mesodermal derivatives. The only signal found for expression of Slc2a2/Glut2 is localized in the visceral yolk sac surrounding the embryo, but not in other extraembryonic cells, nor the embryo proper. At this time point, Slc2a3/Glut3 is strongly expressed in decidual cells, in cells surrounding the blood lagoons, in the parietal and visceral yolk sac, and in embryonic surface ectoderm. While neuroectoderm also exhibits signal for Slc2a3/Glut3, signals from mesoderm are rather weak. These assays show that each of the glucose transporters has a distinct pattern of expression in the embryo and surrounding tissues, with some overlap of Slc2a1/Glut1 and Slc2a3/Glut3 in neuroepithelial cells.

**FIGURE 4:**
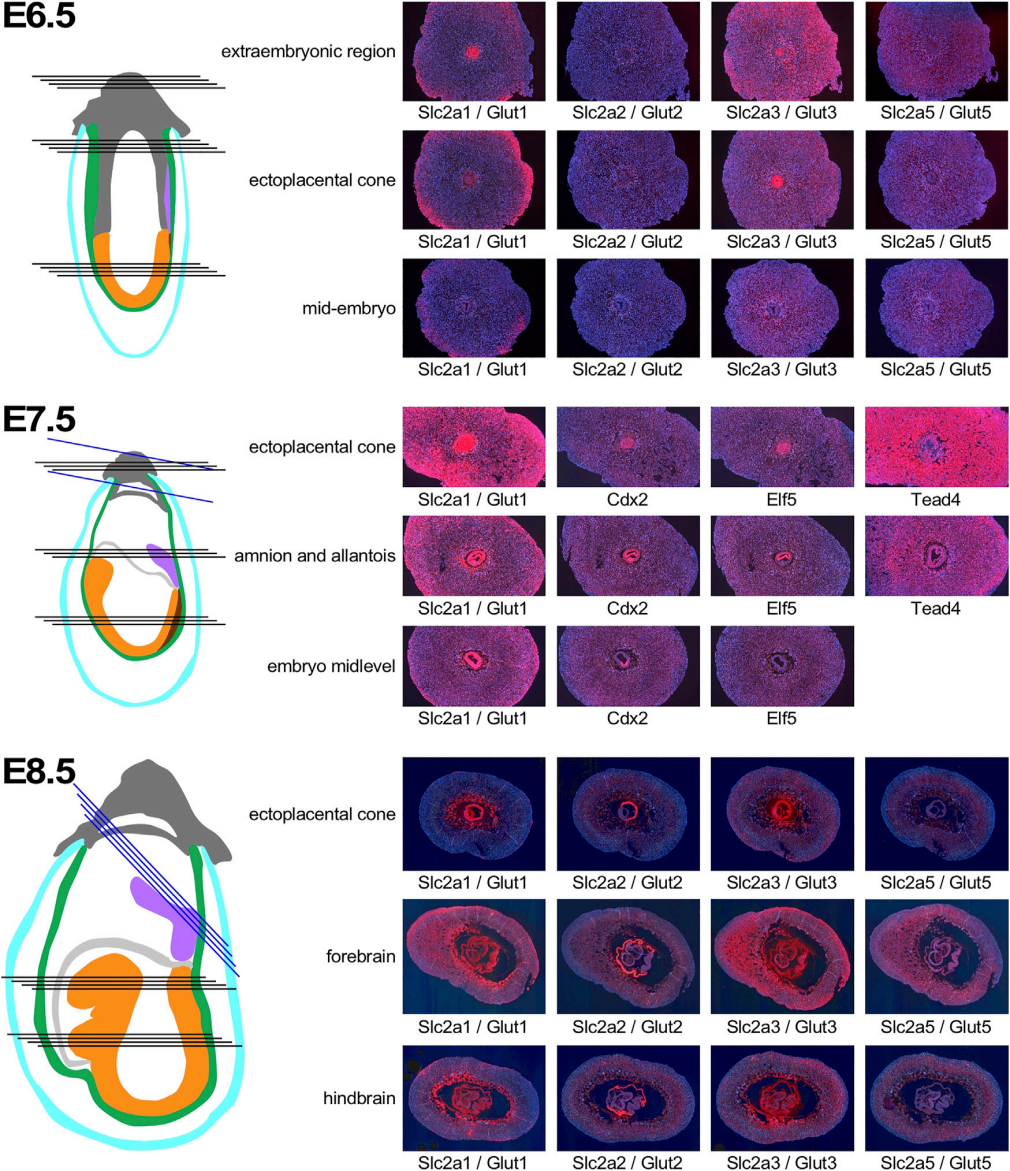
Expression of Glucose transporter genes in early pregnancy. Decidua from pregnant females of the NOD mouse strain were isolated at various time points of pregnancy, and serial sections were produced. Adjacent sections from different anatomical locations were hybridized with RNAscope probes for the respective nutrient transporters. Schematic representations indicate the orientation of sections through tissues of the implantation sites: dark grey: extraembryonic cells and ectoplacental cone; turqoise: pariental yolk sac; green: visceral yolk sac, purple: allantois; light grey: amnion; orange: embryo proper; brown: primitive streak. Black lines indicate sections produced from the same implantation site, blue lines indicate sections from a different sample for the Tead4 hybridization at E7.5, and the ectoplacental cone sections at E8.5. Where possible, embryo sections are oriented with anterior (head) to the left.

Discrete patterns of expression were also evident for the fatty acid transporters (Figure 5). At E6.5, Slc27a3/Fatp3 appeared uniformly distributed in the decidua, with some signal from extraembryonic tissue in the ectoplacental cone. Slc27a4/Fatp4 exhibited strong expression in the deciduum around the conceptus, and also in the ectoplacental cone. Slc27a5/Fatp5 expression signals were weaker in decidual tissue. In the embryo proper, stronger signal was only evident for Slc27a3/Fatp3, while Slc27a4/Fatp4, and Slc27a5/Fatp5 displayed moderate expression. Strong signals for CD36 were absent from ectoplacental cone or embryo proper, but obvious in the deciduum, where the spatial distribution further away from the conceptus -when compared to the Slc27a family members- suggests that CD36 may be expressed by a distinct cell type. By E7.5, the Slc27a3/Fatp3- and Slc27a4/Fatp4-specific probes reveal strong expression in the embryo and yolk sac, with weaker expression of Slc27a4/Fatp4 in neuroepithelium. Appreciable signals are displayed in decidual tissue for Slc27a3/Fatp3 and Slc27a4/Fatp4, but are almost absent for Slc27a5/Fatp5. CD36 expression remains at a distance from the conceptus, and as before, the distribution appears different than for the Slc27a family transcripts. In the embryo proper, CD36 signal is appreciable in the posterior mesoderm, and undetectable in neuroepithelium. At E8.5, Slc27a3/Fatp3 expression is detectable most strongly in trophoblast giant cells, the visceral yolk sac, and embryonic mesoderm. Slc27a4/Fatp4 exhibits signals throughout the deciduum, including trophoblasts; strongest expression is found in the visceral yolk sac and, in the embryo, neuroepithelium displays markedly stronger expression than mesoderm. Slc27a5/Fatp5 signals are generally weak, with moderate but widespread expression in embryonic cells. CD36 expression appears much diminished in deciduum by E8.5, a few cells in the yolk sac display moderate signals, as do some cells in the region of the developing heart. Thus, similar to the glucose transporter gene family, genes encoding fatty acid transporters exhibit distinct levels and patterns of expression in deciduum, extraembyonic tissues and the developing embryo.

**FIGURE 5:**
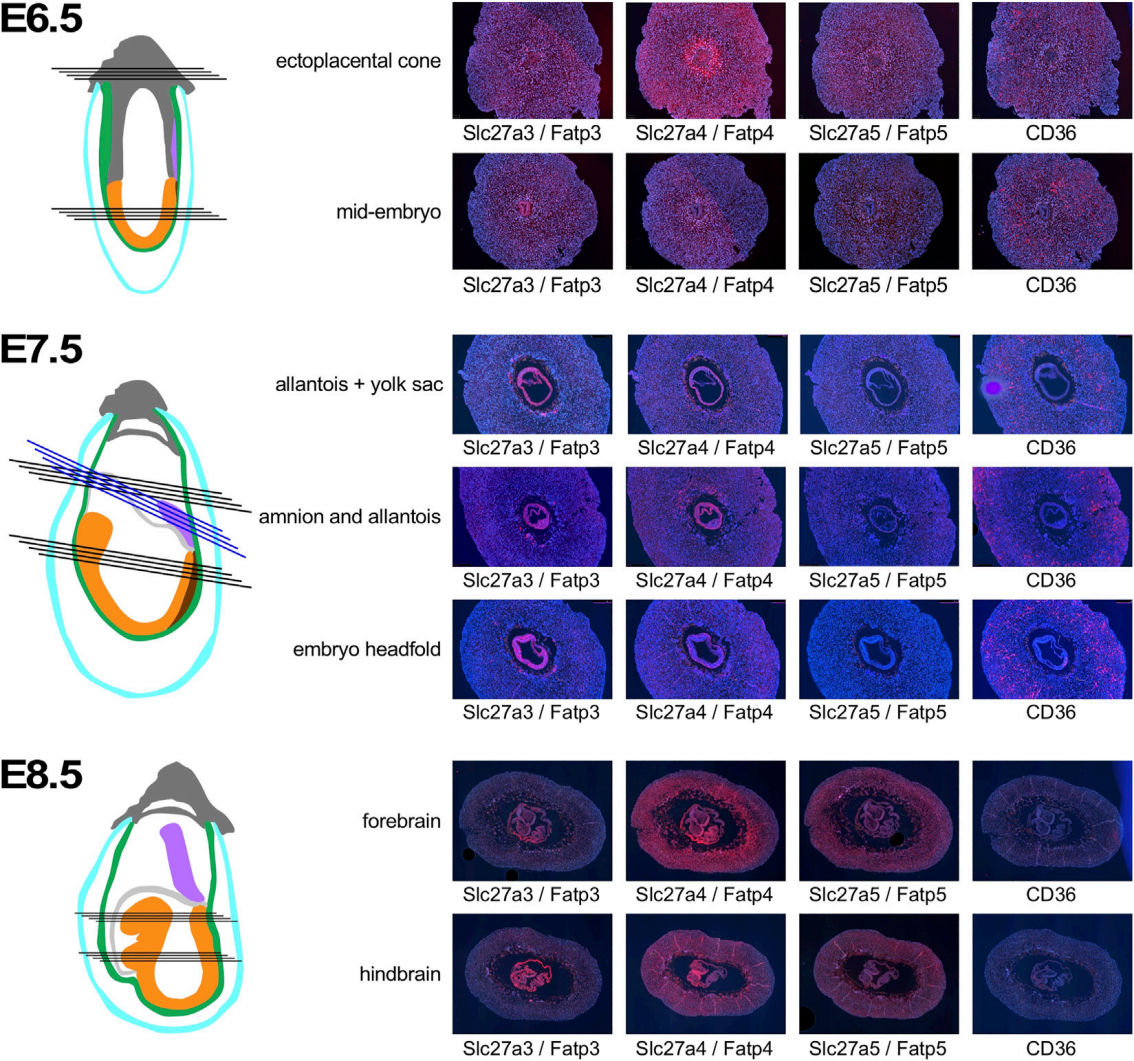
Expression of Fatty acid transporter genes in early pregnancy. Decidua from pregnant females of the NOD mouse strain were isolated at various time points of pregnancy, and serial sections were produced. Adjacent sections from different anatomical locations were hybridized with RNAscope probes for the respective nutrient transporters. Schematic representations indicate the orientation of sections through tissues of the implantation sites: dark grey: extraembryonic cells and ectoplacental cone; turqoise: pariental yolk sac; green: visceral yolk sac, purple: allantois; light grey: amnion; orange: embryo proper; brown: primitive streak. Black lines indicate sections produced from the same implantation site, blue lines indicate sections from a different sample for amnion and allantois at E7.5. Where possible, embryo sections are oriented with anterior (head) to the left.

The general expression patterns are also evident in concepti from diabetic pregnancies (Figure 6): at E7.5, deciduum and extraembryonic tissues are positive for Slc2a1/Glut1 expression, Slc2a3/Glut3 expression is also found in deciduum and extraembryonic tissues, Slc2a5/Glut 5 expression is undetectable, and expression of Slc2a2/Glut2 is strictly limited to the visceral yolk sac, and absent from the embryo. Likewise, Slc27a3/Fatp3 and Slc27a4/Fatp4 expression is detected in extraembryonic tissues, Slc27a5/Fatp5 signals are very weak, and CD36 expression displays a unique pattern in the deciduum. No consistent differences were observed between conception sites from normal and diabetic pregnancies when additional serial sections were inspected (data not shown). At E8.5 (Figure 7), strong expression of Slc2a1/Glut1 is evident in the outer region in trophoblast cells surrounding the implant, the visceral yolk sac, and the embryo proper with stronger signals in neuroepithelium compared to mesodermal cells. Slc2a2/Glut2 is only expressed in visceral yolk sac, not in the cells of the embryo proper. Slc2a3/Glut3 exhibits highest expression in neuroepithelium and endoderm, and only low signal in mesoderm. That the particular conceptus shown in Figure 7 was indeed derived from a diabetic pregnancy is confirmed by the presence of a protrusion in the posterior region of the embryo, a feature that we only ever found in diabetic pregnancies (Salbaum et al., 2015) and that therefore is pathognomonic for embryonic exposure to maternal hyperglycemia. Taken together, these results establish that glucose transporters display distinctive expression patterns in the gastrulation stage embryo and surrounding tissues, and that these patterns are unaltered under conditions of maternal diabetes.

**FIGURE 6:**
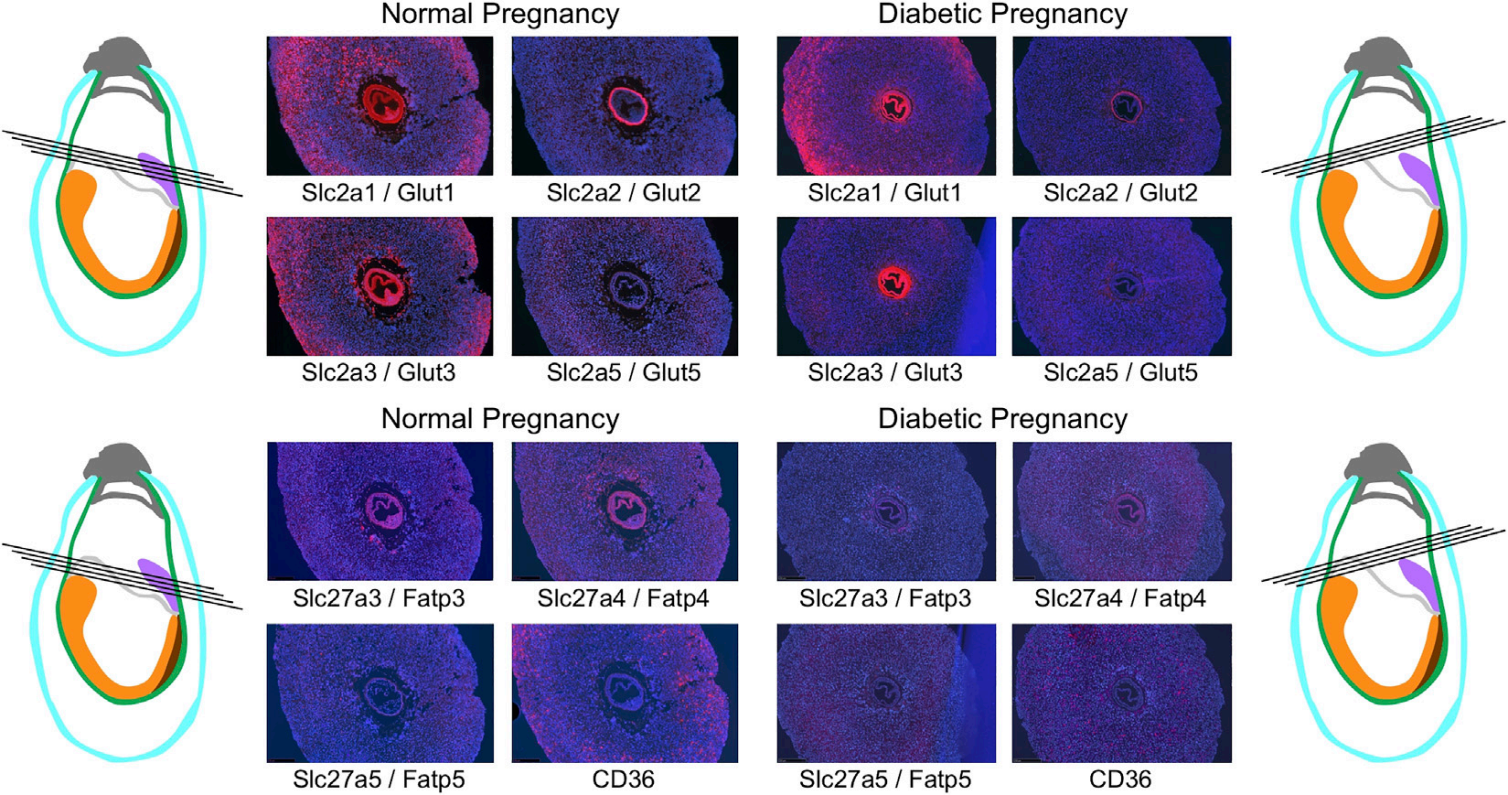
Comparison of nutrient transporter expression in decidua of normal and diabetic pregnancies at E7.5. Decidua from normal and diabetic pregnant females of the NOD mouse strain were isolated at E7.5, and serial sections were produced; their orientations are indicated by black lines. The color code for the schematic representations is the same as for Figures 4, 5.

**FIGURE 7:**
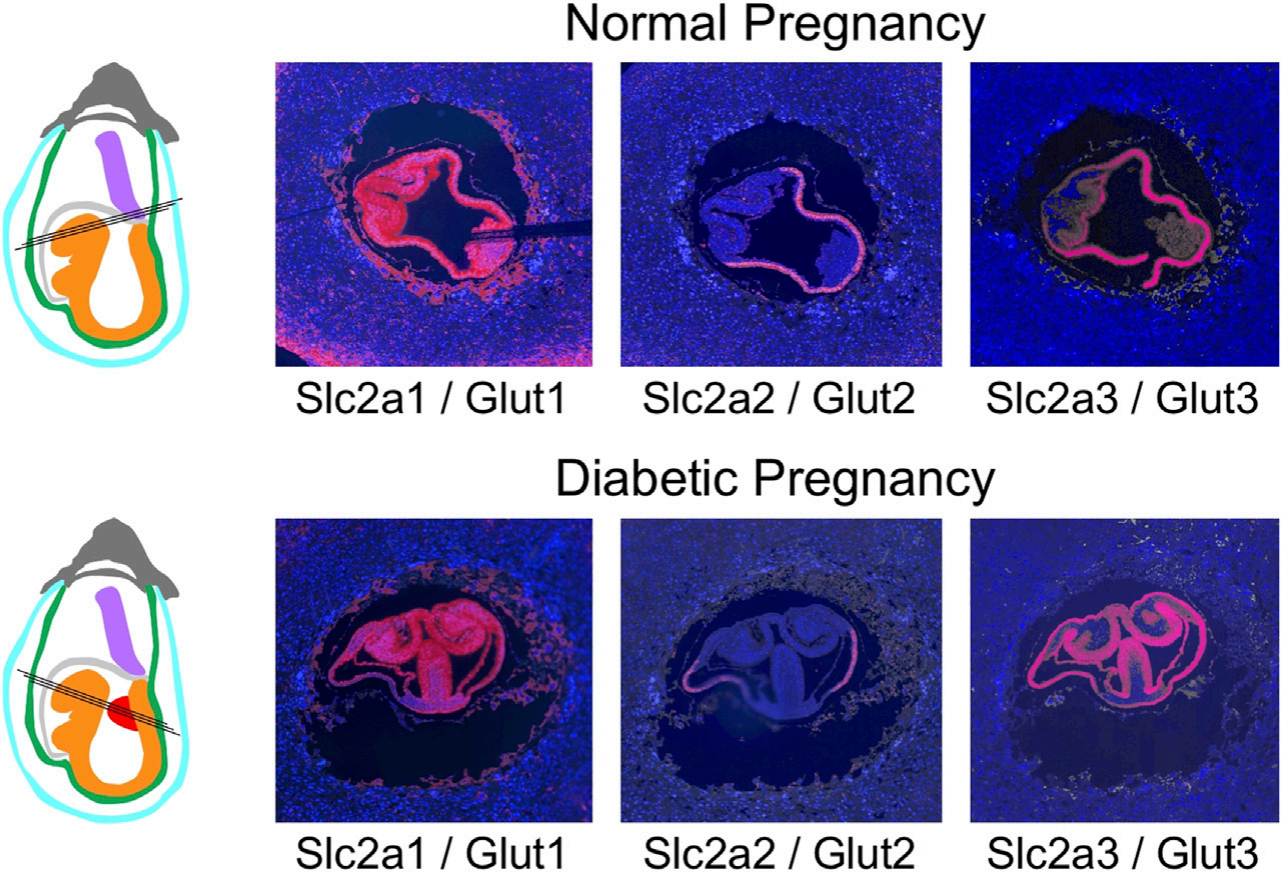
Comparison of glucose transporter expression in decidua of normal and diabetic pregnancies at E8.5. Decidua from normal and diabetic pregnant females of the NOD mouse strain were isolated at E8.5, and serial sections were produced; their orientations are indicated by black lines. The color code for the schematic representations is the same as for Figures 4–6, with the addition of ectopic tissue protrusions (red) that are specifically observed in a fraction of embryos in NOD diabetic pregnancies. These protrusions from the embryonic midline encompass embryonic mesodermcovered by neuropeithelium, and those embryo-derived cells display the same nutrient transporter expression patterns as normal embryonic mesoderm and neuroepithelium.

Particularly intriguing was the restricted localization of Slc2a2/Glut2 in visceral yolk sac, where the other two glucose transporters are also expressed. This prompted us to investigate the cellular localization of glucose and fatty acid transporter expression in yolk sac in detail (Figure 8): Slc2a1/Glut1 exhibits stronger signal in the cell layer facing the embryo; this cell layer is known to be of mesodermal origin (Yoder et al., 1994; Zohn and Sarkar, 2010). In contrast, the cell layer facing the deciduum displays strong expression of Slc2a3/Glut3, consistent with earlier findings (Smith and Gridley, 1992). This cell layer is known to be composed of endodermally derived cells that are highly endocytic, they are involved in uptake of nutrients from the maternal circulation and yolk sac cavity (Zohn and Sarkar, 2010). Intriguingly, these endodermal cells are the only sites of signals for Slc2a2/Glut2 expression at early developmental stages. Our results thus implicate Slc2a3/Glut3, and to a lesser extent -based on weaker signal intensity- Slc2a2/Glut2, as the transporters predominant in the uptake of glucose, while Slc2a1/Glut1, by virtue of its expression in the mesodermal component of the yolk sac, would be involved in the delivery of nutrients to the embryo. Distinct localization in the mesodermal and endodermal compartments of the yolk sac was also evident for the fatty acid transporters (Figure 8), at E7.5 and E8.5. The strongest signals for Slc27a3/Fatp3 were found in mesodermal cells of the yolk sac, while the endodermal layer displayed predominantly positivity for Slc27a4/Fatp4. At E8.5, when both genes are also expressed in the embryo, the reciprocal allocation to mesodermal and endodermal cells is maintained in the visceral yolk sac.

**FIGURE 8:**
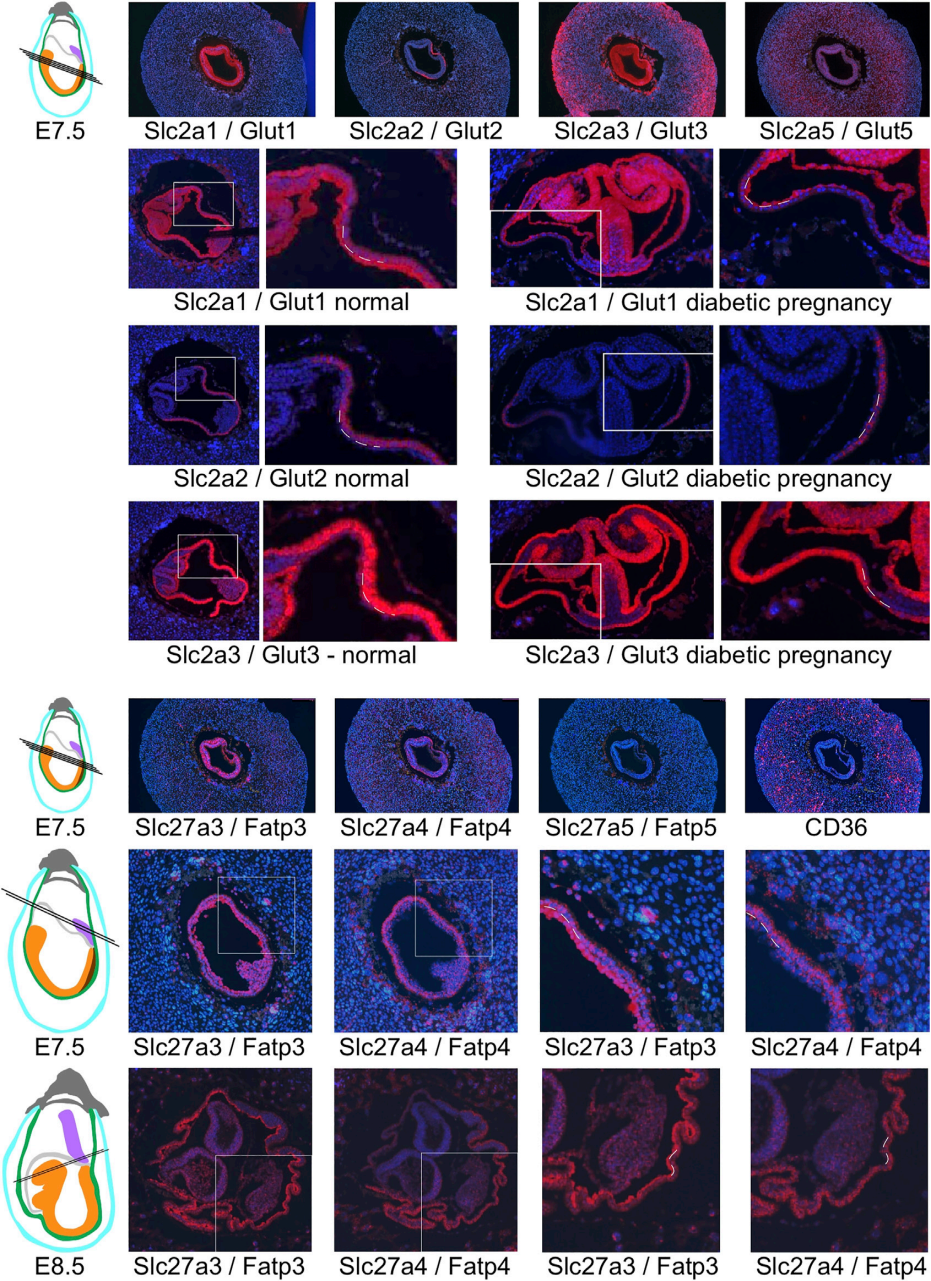
Restricted expression of nutrient transporters in visceral yolk sac cells. Glucose transporter expression is shown in decidua from normal pregnancies at E7.5, and at E8.5 from normal and diabetic pregnancies (the same sections shown in Figure 7). White frames indicate the region of magnification, and broken lines indicate the cell layers of the visceral yolk sac: endoderm is located on the outside twoards the yolk sac cavity, with the mesodermal layer of the visceral yolk sac facing the embryo. Slc2a1/Glut1 expression is prominent in the mesodermal layer, while Slc2a3/Glut3 is expressed more strongly in the endoderm layer, and Slc2a2/Glut 2 expression is restricted to visceral yolk sac endoderm. Of the fatty acid transporters, Slc27a5/Fatp5 and CD36 were not specifically detected in visceral yolk sac at E7.5 or E8.5 (not shown), while Slc27a3/Fatp3 and Slc27a4/Fatp4 display reciprocal predominance in the mesodermal and endodermal layers of the yolk sac, respectively.

Overall, the results of our histological assays are consistent with the RT-PCR measurements of nutrient transporter expression in decidua, insofar as we did not observe significant expression differences between samples derived normal and diabetic pregnancies. However, the RNAscope assays of expression in the visceral yolk sac may not adequately reflect quantitative differences of transporter expression levels. Therefore, to assess potential effects of maternal diabetes on transporter expression levels in the visceral yolk sac specifically, we interrogated a next-generation RNA sequence dataset (J.M. Salbaum et al., manuscript in preparation) derived from embryos and corresponding yolk sacs that were isolated at E8.5 from normal and hyperglycemic pregnancies in the NOD strain (Figure 9; Supplementary Table S1). 

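The dataset holds a library of the embryo and a library of the visceral yolk sac for each of 66 concepti of the NOD strain, in which diabetes arises spontaneously. Litters were read from the library titles, as the stem shared by libraries with 1 maternal glucose value. At the 5–6 somite stages, 17 concepti came from 10 litters of normal dams and 17 from 9 litters of diabetic dams. At the 7–9 somite stages, 16 came from 7 normal litters and 16 from 6 diabetic litters, and the diabetic litter D24M15 gave 7 of the latter 16. Maternal blood glucose in the sample labels lies between 423 and 595 mg/dl for diabetic dams, with a single litter given only as above that range, and between 105 and 164 mg/dl for normal dams. A further 4 libraries repeat the embryo and the yolk sac of 2 concepti as batch controls and were left out of the comparisons. Libraries were made by QuantSeq 3′ FWD, a method that starts at the poly(A) tail and reads only the 3′ end of each transcript. Each molecule carries a random tag, the unique molecular identifier (UMI), so that copies of 1 molecule are counted once. The authors aligned the reads with STAR, collapsed reads that share a UMI, counted them per gene with HTSeq, and deposited the counts of 47643 Ensembl genes without normalization. The total per library ranged from 1017901 to 5757211 counts, with a median of 2337159. Genome build and annotation are not named in the deposit, and the positions given here are those of GENCODE M21 on GRCm38, which lists 47224 of the 47643 identifiers. Diabetic and normal pregnancies were compared within each tissue and stage by the quasi-likelihood test of edgeR with TMM normalization and Benjamini-Hochberg adjustment over all genes tested. After the filter on low counts, the test covered 11004 and 10628 genes in embryos at the earlier and later stages, and 10250 and 10317 genes in yolk sacs. In simulated data with these group sizes and depths, in which 200 genes were changed, the test called 64% to 75% of genes changed 1.5-fold and 93% to 97% of genes changed 2-fold, depending on tissue and stage. Between 2.37% and 7.18% of its calls were genes that had not been changed. The simulated data held no litter differences, so these shares do not cover calls that arise from resemblance of littermates. The test takes concepti as independent, and littermates share a dam, so tests with the litter as the unit are given beside it.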

In embryos with 5 or 6 somite pairs, the highest levels of expression were observed for Slc2a3/Glut3, followed by Slc2a1/Glut1, and the fatty acid transporters Slc27a3/Fatp3 and Slc27a4/Fatp4. 

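Normalized counts are counts divided by DESeq2 size factors, taken over the libraries of the same tissue and stage. Slc2a3 (ENSMUSG00000003153; chromosome 6, 122727809 to 122801640) had a mean of 2685 ± 323 normalized counts in embryos from normal pregnancies and 2624 ± 502 in embryos from diabetic pregnancies (SD, n = 17 each). Slc2a1 (ENSMUSG00000028645; chromosome 4, 119108711 to 119137983) had 2326 ± 371 and 2318 ± 462. Within the same embryo, Slc2a3 exceeded Slc2a1 by 0.22 on the log2 scale under normal conditions (higher in 14 of 17 embryos, adjusted p = 5.1e-04) and by 0.18 under diabetic conditions (15 of 17, adjusted p = 8.5e-04). These p values come from two-sided paired permutation tests over embryos, adjusted over 40 such comparisons of neighboring genes. They take littermates as independent, and orders of genes were not tested with the litter as the unit. Slc27a3 (ENSMUSG00000027932; chromosome 3, 90385239 to 90389938) followed at a large distance, with 125 ± 28.5 and 119 ± 34.0, below Slc2a1 in all 34 embryos. Cpt2 (ENSMUSG00000028607; chromosome 4, 107903981 to 107923610) came next with 57.6 ± 10.8 and 56.0 ± 13.9, ahead of Slc27a4 (ENSMUSG00000059316; chromosome 2, 29802634 to 29817522) with 48.8 ± 11.3 and 43.8 ± 8.08. The difference between Cpt2 and Slc27a4 was 0.25 on the log2 scale under normal conditions (14 of 17 embryos, adjusted p = 0.0234) and 0.33 under diabetic conditions (11 of 17, adjusted p = 0.0322). Cpt1c, Slc2a8, Cd36 and Slc2a10 lay lower, with 27.5, 20.3, 17.9 and 14.2 normalized counts under normal conditions. Among the alternatives, TMM-normalized CPM values moved these values most, since they are on another scale (Slc2a3 1047.8 and Slc2a1 908 under normal conditions), and kept Slc2a3 ahead of Slc2a1.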

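In embryos with 7–9 somite pairs, Slc2a1 had 1787 ± 203 normalized counts in normal and 1669 ± 301 in diabetic pregnancies (SD, n = 16 each), and Slc2a3 had 1782 ± 221 and 1711 ± 267. The log2 difference of Slc2a3 from Slc2a1 within embryos was -0.00 under normal conditions (Slc2a3 higher in 7 of 16, permutation p = 0.918) and 0.04 under diabetic conditions (8 of 16, permutation p = 0.448), so the order of the pair was not resolved at this stage. Slc27a3 had 87.3 ± 23.01 and 88.2 ± 22.2, Cpt2 47.4 ± 9.81 and 56.7 ± 6.43, and Slc27a4 32.1 ± 10.4 and 33.5 ± 12.99. Cpt2 was higher than Slc27a4 in 15 of 16 embryos of either condition (log2 difference 0.58, adjusted p = 4.9e-04, and 0.80, adjusted p = 1.0e-04).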

The same genes were prominently expressed in embryos at the 7–9 somite stages. 

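In yolk sacs of concepti with 5 or 6 somite pairs, Slc2a3 had 7499.9 ± 901 normalized counts under normal and 7047 ± 1146 under diabetic conditions (SD, n = 17 each). Slc2a1 had 2245 ± 367 and 2089 ± 339, and Slc2a2 (ENSMUSG00000027690; chromosome 3, 28697903 to 28731359) had 1174 ± 232 and 986 ± 158. At the 7–9 somite stages, Slc2a3 had 7597 ± 685 and 6860.4 ± 1233, Slc2a1 2511 ± 342 and 2601 ± 496, and Slc2a2 1183 ± 229.8 and 1090.0 ± 179 (SD, n = 16 each). Slc2a3 exceeded Slc2a1 in each of the 66 yolk sacs, by 1.40 to 1.75 on the log2 scale over the 4 groups, and Slc2a1 exceeded Slc2a2 in each of them, by 0.94 to 1.24. Each of these 8 comparisons had a permutation p of 2e-05 over 100000 resamples (adjusted p = 4.2e-05). Over all sign assignments, the exact p was 1.53e-05 with n = 17 and 3.05e-05 with n = 16, the smallest that these numbers of yolk sacs allow (adjusted p = 6.1e-05).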

In the yolk sac, Slc2a3/Glut3 was the highest expressed glucose transporter, followed by Slc2a1/Glut1 and Slc2a2/Glut2, at both developmental stages. 

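Slc27a3 was counted at 212 ± 57.4 normalized counts under normal and 218 ± 75.4 under diabetic conditions in yolk sacs at the earlier stage, and at 209 ± 56.4 and 185 ± 48.2 at the later stage (SD, n = 17 and n = 16 per group). Cpt2 had 105 ± 21.99 and 90.7 ± 17.0 at the earlier stage and 131 ± 32.7 and 121 ± 27.6 at the later stage. Slc27a4 had 66.1 ± 19.2 and 73.2 ± 31.6, then 63.7 ± 11.4 and 77.6 ± 36.8. The differences between these genes within yolk sacs were 0.59 to 1.20 on the log2 scale for Slc27a3 over Cpt2 and 0.38 to 1.014 for Cpt2 over Slc27a4, with adjusted permutation p between 4.2e-05 and 0.0040.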

Expression of Slc27a3/Fatp3 and Slc27a4/Fatp4, as well as Cpt2, was also consistently detected. 

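Of the 22 transporter genes of Supplementary Table S1, 11 had enough counts to be tested in embryos with 5 or 6 somite pairs and 10 in embryos with 7–9, against 6 and 8 in the corresponding yolk sacs. Slc2a4 (ENSMUSG00000018566; chromosome 11, 69942539 to 69948188) was the only 1 of them with an adjusted p under 0.05, in embryos with 5 or 6 somite pairs. Its mean there was 22.03 ± 6.55 normalized counts under normal and 13.2 ± 5.28 under diabetic conditions (SD, n = 17 each), and the ranges of the groups overlap (9.24 to 33.3 and 5.92 to 26.8). The log2 fold change was -0.73 (standard error 0.17, 95% confidence interval -1.07 to -0.38, adjusted p = 0.0270 from edgeR), and the p adjusted over the list alone was 0.0014. With litter means as the unit, all 9 diabetic litters lay below the median of the 10 normal litters (two-sided exact permutation test, p = 0.0026). Over the other settings of the genome-wide test the log2 fold change stayed between -0.75 and -0.66, and the adjusted p ranged from 0.0060 to 0.279. It exceeded 0.05 with litter as a random block (0.176) and with counts summed per litter (0.279). Leaving out 1 litter at a time, the gene lost its call without the diabetic litters D28M02 (adjusted p = 0.0516) and D28M53 (0.0882), and without the normal litters N28M03 (0.0515), N28M06 (0.154) and N28M22 (0.0623), with log2 fold changes between -0.70 and -0.67. For the other tested genes of the earlier embryos, log2 fold changes lay between -0.54 (Slc2a10) and 0.17 (Cd36). Those of all tested genes lay between -0.40 and 0.30 in the later embryos, -0.24 and 0.15 in the earlier yolk sacs, and -0.28 and 0.23 in the later yolk sacs. Some of these ends moved by more than 1.5 times without single litters, none with a call. Cd36 in the earlier embryos was 0.10 without D28M23 and 0.26 without N28M06, Slc2a4 in the later embryos -0.15 without D24M15, Slc27a4 0.03 without D28M02 and 0.26 without D28M53 in the earlier and 0.11 without D28M36 and 0.39 without D24M15 in the later yolk sacs, and Slc2a5 in the later yolk sacs -0.47 without N28M05. Apart from Slc2a4, the lowest adjusted p was 0.196 (Slc2a10) in the earlier embryos, 0.0682 (Cpt2, log2 fold change 0.25) in the later embryos, 0.523 (Slc2a2) in the earlier yolk sacs and 0.560 (Slc27a4) in the later yolk sacs. Cpt2 in the later embryos was higher in all 6 diabetic litters than the median of the normal litters (exact permutation test, p = 0.0256), and its adjusted p ranged from 0.0589 to 0.272 over the other settings. Without litter N28M06 it was called, with a log2 fold change of 0.34 (adjusted p = 0.0140). The 95% confidence intervals stayed within 1 on the log2 scale, a 2-fold change, for 9 of 11 tested genes in the earlier embryos and for all tested genes in the later embryos and in yolk sacs.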

Notably, exposure to maternal diabetes did not significantly alter expression levels of the nutrient transporters tested here, although the already low-level expression of Slc2a4/Glut4 observable in embryos at the 5–6 somite stage was further reduced in diabetic conditions (see Supplementary Table S1 for numerical data). However, no expression was detectable in NOD embryos at the 7–9 somite stages regardless of metabolic condition (Supplementary Table S1), nor in diabetes-exposed FVB embryos at later stages (Pavlinkova et al., 2009), leaving the biological relevance of the finding to be investigated. Also notable are the very low counts for Slc2a5 in early stage embryo and yolk sac samples, consistent with the absence of signals in the RNAscope assays. 

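In embryos with 7–9 somite pairs, Slc2a4 had 16.2 ± 5.62 normalized counts under normal and 12.4 ± 4.37 under diabetic conditions (SD, n = 16 each), and each of the 32 embryos had at least 1 count of the gene. The log2 fold change was -0.40 (adjusted p = 0.163 from edgeR; 0.0997 to 0.618 over the other settings). With litter means as the unit the exact permutation p was 0.508, and without litter D24M15 the log2 fold change was -0.15. The change of Slc2a4 under diabetes differed between the stages by 0.34 on the log2 scale (standard error 0.25), which the interaction test of edgeR did not separate from 0 (p = 0.185, adjusted p = 0.376).

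**Figure D1:**
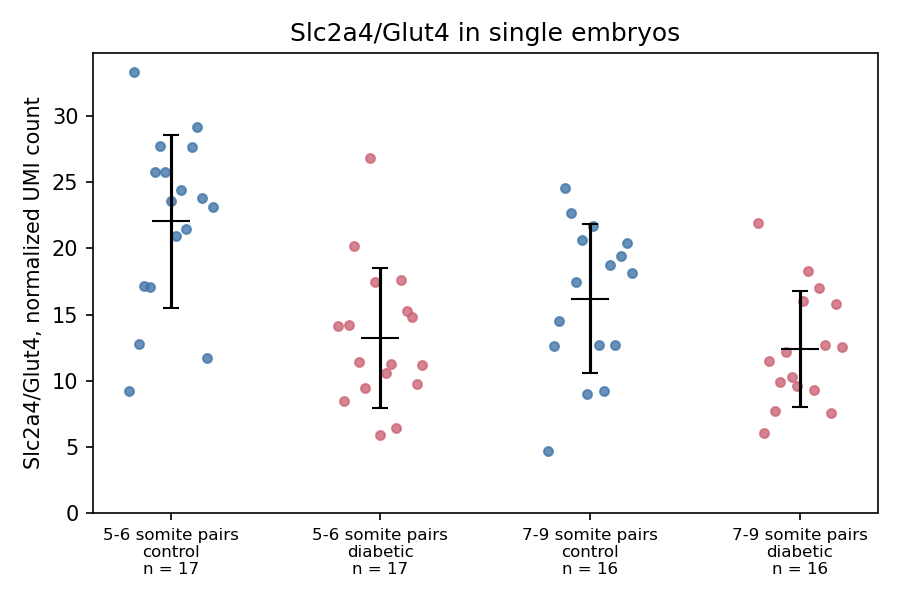
Normalized counts of Slc2a4 in each embryo (points) by stage and maternal condition, with the mean and SD of each group. The means are 22.03 and 13.2 at the 5–6 somite stages and 16.2 and 12.4 at the 7–9 somite stages, for normal and diabetic pregnancies respectively.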

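Slc2a5 (ENSMUSG00000028976; chromosome 4, 150119283 to 150144169) was counted at low numbers in all 8 groups of libraries. In embryos it had 7.39 ± 2.69 normalized counts under normal and 7.74 ± 2.54 under diabetic conditions at the earlier stage, and 7.03 ± 1.96 and 8.82 ± 4.41 at the later stage. Yolk sacs had 6.94 ± 2.21 and 5.23 ± 3.51, then 9.32 ± 5.76 and 7.36 ± 4.34 (SD, n = 17 per group at the earlier stage and n = 16 at the later stage).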

The detection of Slc2a2/Glut2 in embryos by RNA sequencing is subject to the caveat that it is very difficult to remove the visceral endoderm completely, and thus, low counts for Slc2a2/Glut2 could derive from a few contaminating yolk sac cells. Indeed, Slc2a2/Glut2 expression is highly prominent in yolk sac samples, irrespective of metabolic condition, at both developmental stages.

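Slc2a2 in embryos had 21.1 ± 11.5 normalized counts under normal and 19.9 ± 17.9 under diabetic conditions at the 5–6 somite stages (SD, n = 17 each). In the later embryos it had 11.7 ± 10.5, with a count in 14 of 16 embryos, and 23.3 ± 33.0 (SD, n = 16 each). Visceral endoderm in embryo libraries was followed through 10 genes of that layer: Afp, Ttr, Apoa1, Apoa4, Apob, Apom, Rbp4, Cubn, Amn and Hnf4a. Across embryos of 1 stage and condition, log2 counts of Slc2a2 were compared with the mean log2 counts of these genes. Under normal conditions Pearson's r was 0.730 at the earlier stage (permutation p = 7.8e-04, also after adjustment over the 4 groups) and 0.915 at the later stage, and under diabetic conditions it was 0.950 and 0.973. The last 3 values had a permutation p of 1e-05, the smallest the resampling can give (adjusted p = 1.3e-05). Spearman's rho was 0.797 (p = 3.0e-04, adjusted p = 3.0e-04), 0.864 (p = 9.0e-05, adjusted p = 1.2e-04), 0.939 and 0.988 in the same order, the last 2 with p = 1e-05 (adjusted p = 2.0e-05). Leaving out the 2 embryos farthest from the median of the markers gave r of 0.729, 0.883, 0.926 and 0.958. Within litters, from deviations from litter means, r was 0.54 (p = 0.0701, n = 12 embryos) in the earlier normal group, where the relation was no longer separated from chance. In the other groups it was 0.934, 0.935 and 0.981 in the same order, with adjusted permutation p of 4.0e-05.

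**Figure D2:**
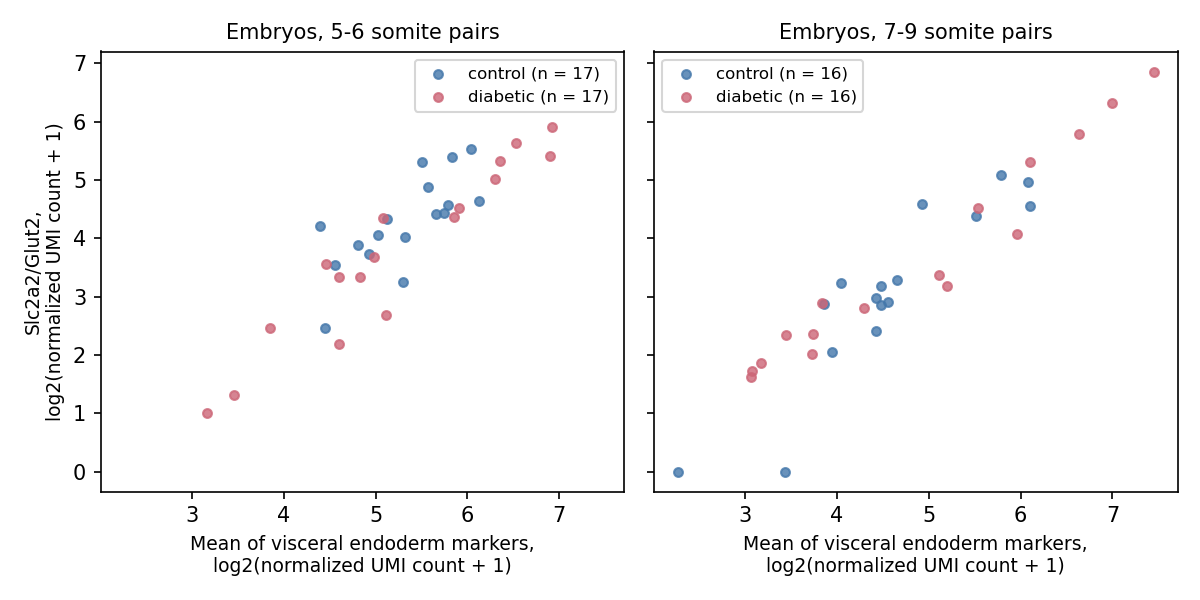
Normalized counts of Slc2a2 in each embryo against the mean of the 10 visceral endoderm markers, both as log2 of the normalized count plus 1, by stage and maternal condition. Spearman's rho within the 4 groups lies between 0.797 and 0.988.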

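Slc2a2 was higher in yolk sac than in embryo libraries by 6.03 on the log2 scale at the 5–6 somite stages (standard error 0.17) and by 6.14 at the 7–9 somite stages (standard error 0.26), with adjusted p of 8.1e-45 and 4.9e-34 from edgeR. Other settings, among them a block for the conceptus, gave 5.98 to 6.58. Over both conditions the mean in embryos was 1.54% of that in yolk sacs at the earlier and 1.45% at the later stage. For the 10 visceral endoderm markers the same ratio lay between 1.56% and 4.82% at the earlier stage (median 2.78%). At the later stage it lay between 1.30% and 3.30% (median 1.98%). Slc2a2 was just below the lowest marker, Apoa4, at the earlier stage, and below the median of the markers at both stages.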

**FIGURE 9:**
RNA sequencing results from embryos and corresponding visceral yolk sacs isolated from normal and diabetic pregnancies of the NOD strain at E8.5. The *Y*-axis depicts the number of unique molecular identifier (UMI) sequence reads for each gene. Bars represent the average of *n* = 17 pairs of embryo and corresponding yolk sac for each group at the 5 and 6 somite stage, and *n* = 16 sample pairs for each group at the 7–9 somite stage. Bars are absent for genes that were undetectable or yielded a read number smaller than 10. No statistically significant differences were found between the averages for samples from normal and diabetic pregnancies, except for Slc2a4 detection in 5/6 somite stage embryos (see Supplementary Table S1 for numerical data).

Furthermore, 231 and 232 known nutrient transporter-encoding genes were measurable by next-generation sequence assays –with the majority of genes displaying very low count number– in visceral yolk sac associated with embryos with 5/6 and 7–9 somite pairs, respectively. 

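The paper does not list its nutrient transporter genes, so the counts here use a wider list fixed beforehand: 399 genes in all, those with a solute carrier symbol (Slc or Slco) together with Cpt1a, Cpt1b, Cpt1c, Cpt2 and Cd36. Of these, 369 had at least 1 count among the yolk sac libraries at the 5–6 somite stages and 365 at the 7–9 somite stages. A mean of at least 10 counts per library was reached by 186 and 193 of them, and 183 and 172 of the genes with a count stayed below it.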

Expression of 228 transporters was detected at both developmental stages, but there were no significant differences between normal or diabetic conditions (data not shown). 

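On the wider list of 399 genes, 357 had a count in yolk sacs of both stages. In yolk sacs with 5 or 6 somite pairs, 185 of them were tested and edgeR called 0, with 19 at an unadjusted p under 0.05, and DESeq2 also called 0. With 7–9 somite pairs, 195 were tested and edgeR called 0, with 17 at an unadjusted p under 0.05, and DESeq2 called 1, as did edgeR without the filter on low counts. Adjusted over the list alone, edgeR called 0 at both stages, and at the later stage it called 2 without the filter and DESeq2 called 1. Litter as a random block in limma gave 0 at either stage. Cpt1a, which did not pass the filter in the earlier yolk sacs, had 6.83 ± 2.48 normalized counts under normal and 11.6 ± 4.60 under diabetic conditions, and without the filter a log2 fold change of 0.80 (p = 5.9e-04, adjusted p = 0.306).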

Taken together, our quantitative and qualitative results do not provide evidence of major changes in the amounts or patterns of expression of nutrient transporters in early embryos, associated yolk sacs, or their decidual environment, that could be explained by exposure to maternal diabetes. Thus, –at the transcriptional level– nutrient transporter expression is unaltered by maternal metabolic disease and therefore unlikely to account for the increased susceptibility for birth defects and adverse outcomes in diabetic pregnancies.

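In embryos, the wider list of solute carriers had 165 genes tested at the 5–6 somite stages, of which edgeR called 5, and 156 tested at the 7–9 somite stages, of which it called 13. These calls use p adjusted over all genes tested. Adjusted in this way, 5 and 12 were called under a filter at a mean count of 10, 5 and 10 without a filter, 8 and 17 with DESeq2, 0 and 1 with litter as a random block in limma, and 0 at both stages with counts summed per litter. Adjusted over the list alone, edgeR called 8 and 12. At the later stage this second count depended on the genes that entered the list, with 0 called under a filter at a mean count of 10 (158 tested) and 4 without a filter, and with DESeq2 it was 2. At the earlier stage the corresponding counts were 8, 5 and 6. Over the list alone, the litter block called 2 and 0, and litter sums 1 and 0. At an unadjusted p under 0.05 there were 23 and 36 with the litter block, and 23 and 26 with litter sums. From the comparison of normal and diabetic pregnancies at the transcript level, in the decidua as well as in embryos and yolk sacs, the paper concludes that expression of nutrient transporters is unaltered by maternal diabetes, and reasons that it is therefore not a probable source of the birth defects seen in diabetic pregnancies.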

## Discussion

In this study, we provide evidence on the expression of nutrient transporters in early post-implantation mouse development. We show that different nutrient transporters have distinct patterns of cell-and tissue-specificity in decidua as well as the conceptus. Thus, our results confirm earlier observations made with radioactive *in situ* hybridization studies (Smith and Gridley, 1992). Our results further highlight which nutrient transporters are undetectable or expressed at very low levels, making it unlikely that they play a functional role in early development in the mouse, or in developmental abnormalities associated with diabetic pregnancies.

A particular strength of our approach is the inclusion of two inbred mouse strains, FVB and NOD, in which maternal diabetes arises from pharmacological manipulation, or genetic predisposition, respectively. While the FVB-STZ model produces profound hyperglycemia, the NOD model additionally exhibits auto-immune and inflammatory processes that are also characteristic of human type I diabetes (Atkinson and Leiter, 1999). The results for normoglycemic pregnancies in both mouse strains are consistent, in terms of patterns as well as levels of expression of the nutrient transporters. We also investigated the effects of maternal diabetes/hyperglycemia on nutrient transporter expression in both strains. Although the metabolic derangements in the pregnant diabetic dams involve elevated levels of glucose and lipids in the maternal circulation, nutrient transporter expression under these conditions was similar to normoglycemic pregnancies. There were no statistically significant differences in the profiles or levels of transporter expression by metabolic condition. Thus, the availability of glucose and lipids does not affect levels of expression of the nutrient transporters. Yet, because our RT-PCR and RNA sequencing assays only detected steady-state mRNA levels, this conclusion does not exclude the possibility that protein levels might differ, or that the rates of activity and overall extent of nutrient transport –and thus nutrient availability to the embryo– could be altered in pregnancies affected by maternal diabetes and hyperglycemia. Earlier reports on higher glucose content in mouse embryos exposed to maternal hyperglycemia (Neubert et al., 1971; Cockroft and Coppola, 1977; Rashbass and Ellington, 1988; Ellington, 1997) and of elevated fatty acid uptake in fetal rat liver in diabetic rats (Goldstein et al., 1985) provide some support for this notion, although measurements in these reports were performed at later stages of development than reported here. Our assays at E7.5 and E8.5 do not provide evidence that nutrient excess alters transcription or mRNA stability of nutrient transporters.

Intriguingly, our *in situ* hybridization results demonstrate that nutrient transporters are expressed with distinct tissue- and cell-type specific distribution in post-implantation embryos and extra-embryonic tissue, particularly the visceral yolk sac. Strong expression in the endodermal cell layer of the yolk sac was evident for Slc2a3/Glut3 and Slc27a4/Fatp4, and these cells are the sole sites of Slc2a2/Glut2 detection at all developmental stages examined. In contrast, Slc2a1/Glut1 and Slc27a3/Fatp3 were prominently expressed in the mesodermal cell layer. In addition, the embryonic sites of expression, although overlapping between some transporters, were specific to each gene. The distinct cell– and tissue–specific patterns indicate that transcriptional regulatory mechanisms, and specific transcription factors involved, are likely distinct for each nutrient transporter gene, and in the particular cell types where they are expressed. For example, the transcription factor HNF4α has been shown to be required in the visceral endoderm for uptake of nutrients (Chen et al., 1994), and for transcription of Apo-B, which was subsequently demonstrated to mediate lipid transport in the visceral endoderm (Farese et al., 1995). HNF4α also regulates expression of Folate Receptor 1 in these cells; endodermal cells in the visceral yolk sac are the only site of expression of this folate transporter at E7.5 (Salbaum et al., 2009).

These findings prompt the conclusion that the beneficial effect of folic acid supplementation for prevention of neural tube defects in diabetic pregnancies is mediated by uptake of this nutrient in the visceral endoderm. It has been shown that supplementation of folic acid to the pregnant dam is able to overcome Folate Receptor 1–mediated transport defects even in pregnancies where the yolk sac is deficient for Folate Receptor 1 (Piedrahita et al., 1999; Zhu et al., 2007), thus preventing neural tube and heart defects in supplemented FolR1-deleted mouse embryos. This observation suggests that supplementation of appropriate metabolites for transport by Slc2a3/Glut3 and Slc27a4/Fatp4 in visceral endoderm might also have efficacy in preventing the embryonic lethality in mouse mutants with genetic deficiency of the Slc2a3/Glut3 (Schmidt et al., 2009) and Slc27a4/Fatp4 (Gimeno et al., 2003) transporters, respectively. An alternative, and also testable, hypothesis would be that micronutrients can affect the nutrient transport function in general in endodermal cells of the visceral yolk sac.

Less is known about the functional role of nutrient transporters expressed in the mesodermal layer of the visceral yolk sac. Mice with targeted deletion of Slc2a1/Glut1 exhibit embryonic lethality between E10 and E14 (Wang et al., 2006), while Slc27a3/Fatp3 knockout mice have not been generated to date. It has been argued, based upon widespread expression of genes in the conceptus that are also expressed in yolk sac mesoderm (Palis and Kingsley, 1995), that yolk sac mesodermal cells at E7.5 are “a largely undifferentiated tissue”, prior to vascular development and hematopoietic cell generation (Ogawa et al., 1999; Ogawa et al., 2001; Golub and Cumano, 2013). However targeted deletion of VEGFR/flt-1, a marker detected as restricted to visceral yolk sac mesoderm as early as E6.5 (Fong et al., 1996), demonstrates the presence of cells committed to the vascular endothelial lineage at this early stage (Fong et al., 1999). Intriguingly, the development of yolk sac mesenchyme itself is dependent on sufficient levels of VEGF (Duan et al., 2003). Reciprocal signaling between mesoderm and endodermal compartments overall has been shown to be required for proper development of the mouse yolk sac (Rhee et al., 2013). How these developmental pathways are influenced by nutrient transport functions in the visceral yolk sac cell layers remains to be investigated.

The original motivation for this study was to test whether the altered nutrient availability in pregnancies affected by maternal diabetes is associated with altered expression of nutrient transporters. Neither the quantitative RT-PCR data nor the *in situ* hybridization results provide evidence for this scenario, and additional data from RNA sequencing experiments are consistent with these results. Nevertheless, our findings have relevance to understanding the pathogenesis of structural birth defects and the elevated risk for future metabolic disease in the offspring of diabetic pregnancies from five perspectives:

1) It was proposed that embryos suffer the effects of hyperglycemia due to their expression of the high capacity glucose transporter Slc2a2/Glut2, because when embryos are homozygous for the deletion allele of Slc2a2/Glut2 (Guillam et al., 1997), the rate of neural tube defects is reduced compared to wildtype (Li et al., 2007). Our results, however, show that Slc2a2/Glut2 is not expressed in the embryo proper, but in the visceral yolk sac endoderm, which is embryo-derived, but considered an extraembryonic tissue at the time when Slc2a2/Glut2 is expressed there (Bielinska et al., 1999; Kinder et al., 1999; Zohn and Sarkar, 2010). Given that this is the only site of Slc2a2/Glut2 expression at post-implantation stages just prior to neural tube closure, the protective effect of Slc2a2/Glut2 deletion then can only be mediated by cells of the visceral endoderm, rather than within those cells of the embryo itself that are involved in neural tube closure. Absence of Slc2a2/Glut2 expression in visceral yolk sac of knockout mutant embryos may reduce glucose transport to the mutant embryo and thus “normalize” the nutritional environment for mutants, but this would not apply for the yolk sacs associated with heterozygous or wildtype embryos, which would continue to be susceptible to the detrimental effects of maternal hyperglycemia.
2) By far the highest expression of any glucose transporter in normal and diabetic implantation sites, according to signal intensity in the *in situ* hybridizations and supporting RNA sequencing results, is that of Slc2a3/Glut3 in the visceral endoderm. It is therefore a plausible possibility that Slc2a3/Glut3–mediated glucose uptake is increased under conditions of hyperglycemia and that excess glucose uptake leads to changes in the visceral endoderm cells themselves. This tenet is implicit to the “yolk sac hypothesis” for pathogenesis of pregnancy hyperglycemia–related complications (Reece et al., 1994b). Reports of visceral yolk sac abnormalities at the structural (Pinter et al., 1986b) and biochemical (Pinter et al., 1986a; Reece et al., 1989) levels in experimental animal diabetic pregnancies provide support for this model. Our results now provide evidence that such abnormalities are not accompanied by transcriptional dysregulation, but suggest functional differences in nutrient transport and metabolism in visceral yolk sac cells. An important practical corollary is that investigation of causal mechanisms for hyperglycemia-induced complications then should be less focused on the embryo itself but on the role of the visceral endoderm as primary target of the exposure. Analogously, the specific and high-level expression of Slc27a4/Fatp4 in visceral endoderm prompts the hypothesis that hyperlipidemia may affect cells in the visceral yolk sac directly.
3) Yet, the foregoing considerations cannot satisfactorily explain a very consistent observation in animal models of diabetic pregnancy, namely that specific tissues and structures in the exposed embryos and fetuses are preferentially affected: neural tube closure, caudal structures, heart, and skeletal development. Our *in situ* hybridizations reveal that embryonic mesoderm, from which the heart precursors derive (Rosenquist, 1970; Lawson and Pedersen, 1992; Kappen and Salbaum, 2009), exhibits lower glucose and fatty acid transporter expression levels than, for example, neuroepithelium. Also, the broad expression of the glucose and fatty acid transporters within the neuroepithelium cannot explain the appearance of neural tube closure defects at distinct sites in the CNS and spinal cord. Thus, the factors making particular cell types, tissues, and locations especially vulnerable to nutrient excess -and subsequent defective morphogenesis- remain to be identified. Likewise, if altered visceral endoderm transport under diabetic conditions reduces the supply of particular nutrients and metabolites to the embryo, the causes for selective effects on particular tissues and locations are not easily attributable based on distribution and levels of nutrient transporter expression in the embryo proper.
4) The visceral endoderm localization of Folate Receptor 1 expression (Salbaum et al., 2009) implies the prospect that supplementation of folic acid might act directly on the visceral endoderm. We showed previously that folic acid supplementation reduces the incidence of neural tube defects in diabetic pregnancies of the NOD mouse strain (Salbaum et al., 2015). For the Streptozotocin-induced diabetes model, folic acid was also shown to reduce defects, alone (Wentzel et al., 2005; Oyama et al., 2009) and in combination with Vitamin E (Gareskog et al., 2006). Deletion of the transporter for Vitamin E, Scavenger receptor B1, is associated with neural tube defects (Santander et al., 2013), which can be rescued by Vitamin E supplementation (Santander et al., 2018). SR-B1 is expressed in visceral endoderm (Hatzopoulos et al., 1998; Santander et al., 2013) (and our own unpublished data), highlighting a possible role of visceral endoderm in the beneficial effects of vitamin E supplementation in diabetic pregnancies. Further support for this notion comes from the finding that Glucose Transporters Glut1 and Glut3, the genes encoding for which we show to be expressed in the visceral yolk sac mesoderm and endoderm, respectively, are active transporters for dehydroascorbic acid (Rumsey et al., 1997), the oxidized form of Vitamin C. It is tempting to speculate that the high glucose supply in diabetic pregnancies might outcompete Vitamin C transport to the embryo by Glut3 and Glut1, a scenario that is amenable to experimental testing. Whether alternative transport mechanisms may be engaged when deficient nutrients are supplemented in excess also remains to be determined. Even though our results do not provide evidence that expression levels of nutrient transporters are altered by nutrient excess, it is conceivable that transporter activities and the extent of nutrient transport by the visceral yolk sac could be affected. It will also be interesting to investigate whether these nutrients play roles in the visceral endoderm and mesodermal cells themselves, possibly by regulating their metabolism and energy available for nutrient transport more generally.
5) Finally, the cell-type-specific expression of nutrient transporters Slc2a1/Glut1 and Slc27a3/Fatp3 in mesoderm of the visceral yolk sac also raises implications for long-term sequelae of *in utero* exposures, often termed “developmental programming”, in line with the concept of “developmental origins of health and disease” (DOHaD) (Mass and Gentek, 2021). Mesodermal cells of the visceral yolk sac give rise to precursors that colonize first -as microglia- the developing brain, and later -as tissue-resident macrophages- other organs, where they persist into adulthood (Wu and Hirschi, 2020). Because tissue surveillance by the innate immune system is critical to the health of many organs (Elsaid et al., 2020), any exposure that affects these yolk sac derived macrophages, pre- or postnatally, can potentially alter their function in the health of one or more organs. Given that macrophages are powerful elicitors of inflammation when they encounter infection or injury (Cox et al., 2021), they control the immune status of adult tissues, and may thus contribute to long-term susceptibility for chronic diseases that are characterized by increased inflammation, such as insulin resistance, diabetes, obesity, and cardiometabolic diseases. The potential pathophysiological roles of nutrient transporter expression in mesodermal cells of the yolk sac for the generation and function of long-lived tissue-resident macrophages remain to be investigated.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author. The next generation sequencing data that were analyzed for this study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE197396.

# Supplementary material for: Nutrient Transporter Gene Expression in the Early Conceptus—Implications From Two Mouse Models of Diabetic Pregnancy
**Source:** Front Cell Dev Biol. 2022 Apr 11;10:777844. doi: 10.3389/fcell.2022.777844
**Supplement:** Supplementary file 1

**Supplemental Table 1**

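Supplementary Table S1 lists the mean normalized count of each transporter gene per group, with the adjusted p of the comparison of diabetic with normal pregnancies. Normalized counts recomputed from the deposited counts were 0.999 to 1.0003 times the paper's reported means in the diabetic groups of embryos and in the normal group at the 7–9 somite stages. In the normal group with 5 or 6 somite pairs they were 0.988 to 1.021 times the paper's. Of the genes that the table gives no value for in embryos, the highest mean was that of Slc27a2, with 3.46 normalized counts in diabetic pregnancies at the later stage.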

| Embryo           | Pregnancy Control | Diabetic |              |
|------------------|-------------------|----------|--------------|
| 5,6 somite pairs | n=17              | n=17     | adj. P-value |
| Slc2a1           | 2329.33           | 2319.58  | 0.9823       |
| Slc2a2           | 21.23             | 19.88    | 0.9311       |
| Slc2a3           | 2687.71           | 2626.09  | 0.8672       |
| Slc2a4           | 22.14             | 13.25    | 0.0054       |
| Slc2a5           | 7.48              | 7.74     | 0.9649       |
| Slc2a6           | nd                | nd       |              |
| Slc2a7           | nd                | nd       |              |
| Slc2a8           | 19.89             | 19.84    | 0.9797       |
| Slc2a9           | nd                | nd       |              |
| Slc2a10          | 14.01             | 9.81     | 0.2124       |
| Slc2a12          | nd                | nd       |              |
| Slc2a13          | nd                | nd       |              |
| Slc27a1          | nd                | nd       |              |
| Slc27a2          | nd                | nd       |              |
| Slc27a3          | 125.19            | 118.62   | 0.7808       |
| Slc27a4          | 48.81             | 43.82    | 0.3737       |
| Slc27a5          | nd                | nd       |              |
| Cpt1a            | nd                | nd       |              |
| Cpt1b            | nd                | nd       |              |
| Cpt1c            | 27.37             | 25.46    | 0.7749       |
| Cpt2             | 57.35             | 56.00    | 0.8487       |
| Cd36             | 17.92             | 20.56    | 0.5933       |

| Embryo           | Pregnancy Control | Diabetic |              |
|------------------|-------------------|----------|--------------|
| 7-9 somite pairs | n=16              | n=16     | adj. P-value |
| Slc2a1           | 1787.19           | 1669.36  | 0.4623       |
| Slc2a2           | 11.74             | 23.35    | 0.2702       |
| Slc2a3           | 1782.35           | 1710.57  | 0.6415       |
| Slc2a4           | 16.19             | 12.39    | 0.1734       |
| Slc2a5           | 7.03              | 8.82     | 0.3709       |
| Slc2a6           | nd                | nd       |              |
| Slc2a7           | nd                | nd       |              |
| Slc2a8           | 17.19             | 21.53    | 0.2385       |
| Slc2a9           | nd                | nd       |              |
| Slc2a10          | 14.76             | 17.35    | 0.5728       |
| Slc2a12          | nd                | nd       |              |
| Slc2a13          | nd                | nd       |              |
| Slc27a1          | nd                | nd       |              |
| Slc27a2          | nd                | nd       |              |
| Slc27a3          | 87.31             | 88.21    | 0.9666       |
| Slc27a4          | 32.14             | 33.55    | 0.9044       |
| Slc27a5          | nd                | nd       |              |
| Cpt1a            | nd                | nd       |              |
| Cpt1b            | nd                | nd       |              |
| Cpt1c            | 23.10             | 23.84    | 0.9487       |
| Cpt2             | 47.43             | 56.68    | 0.0637       |
| Cd36             | 15.98             | 17.36    | 0.6125       |

| Yolk sac         | Pregnancy Control | Diabetic |              |
|------------------|-------------------|----------|--------------|
| 5,6 somite pairs | n=17              | n=17     | adj. P-value |
| Slc2a1           | 2252.47           | 2101.26  | 0.7700       |
| Slc2a2           | 1181.53           | 991.33   | 0.3858       |
| Slc2a3           | 7543.41           | 7087.84  | 0.7700       |
| Slc2a4           | nd                | nd       |              |
| Slc2a5           | 7.08              | 5.26     | 0.7204       |
| Slc2a6           | nd                | nd       |              |
| Slc2a7           | nd                | nd       |              |
| Slc2a8           | 6.90              | 6.71     | 0.9876       |
| Slc2a9           | nd                | nd       |              |
| Slc2a10          | 2.92              | 3.29     | 0.9674       |
| Slc2a12          | nd                | nd       |              |
| Slc2a13          | nd                | nd       |              |
| Slc27a1          | nd                | nd       |              |
| Slc27a2          | nd                | nd       |              |
| Slc27a3          | 214.79            | 218.80   | 0.9756       |
| Slc27a4          | 65.45             | 73.65    | 0.8072       |
| Slc27a5          | nd                | nd       |              |
| Cpt1a            | 6.76              | 11.72    | 0.1126       |
| Cpt1b            | nd                | nd       |              |
| Cpt1c            | 5.17              | 6.77     | 0.6263       |
| Cpt2             | 106.40            | 91.22    | 0.5278       |
| Cd36             | 2.87              | 4.16     | 0.7375       |

| Yolk sac         | Pregnancy Control | Diabetic |              |
|------------------|-------------------|----------|--------------|
| 7-9 somite pairs | n=16              | n=16     | adj. 

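For yolk sacs, recomputed means were 0.999 to 1.0005 times the paper's reported means at the 7–9 somite stages and 0.993 to 0.994 times in the diabetic group with 5 or 6 somite pairs. The normal group with 5 or 6 somite pairs gave 0.959 to 1.066 times the paper's. Among the genes to which the table gives no value in yolk sacs, Slc27a2 at the earlier stage was highest, with 2.68 normalized counts under normal and 2.69 under diabetic conditions.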

P-value |
| Slc2a1           | 2511.38           | 2601.08  | 0.8869       |
| Slc2a2           | 1183.43           | 1089.98  | 0.6621       |
| Slc2a3           | 7597.48           | 6860.21  | 0.5272       |
| Slc2a4           | nd                | nd       |              |
| Slc2a5           | 9.32              | 7.36     | 0.7395       |
| Slc2a6           | nd                | nd       |              |
| Slc2a7           | nd                | nd       |              |
| Slc2a8           | 9.37              | 8.00     | 0.6933       |
| Slc2a9           | nd                | nd       |              |
| Slc2a10          | 6.36              | 6.46     | 0.9798       |
| Slc2a12          | nd                | nd       |              |
| Slc2a13          | nd                | nd       |              |
| Slc27a1          | nd                | nd       |              |
| Slc27a2          | 3.91              | 7.19     | 0.2809       |
| Slc27a3          | 208.99            | 184.69   | 0.6809       |
| Slc27a4          | 63.68             | 77.60    | 0.5320       |
| Slc27a5          | 2.91              | 3.15     | 0.9453       |
| Cpt1a            | 6.81              | 8.98     | 0.6026       |
| Cpt1b            | nd                | nd       |              |
| Cpt1c            | 5.90              | 5.62     | 0.9096       |
| Cpt2             | 130.90            | 121.30   | 0.8159       |
| Cd36             | 7.67              | 10.23    | 0.6883       |

How the deposited data were processed for this re-analysis (not part of the article)

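RNA was measured in the embryo and in the visceral yolk sac of 66 concepti of the NOD strain at E8.5, from 12 litters of diabetic and 10 litters of normal dams. The authors sequenced QuantSeq 3′ FWD libraries with unique molecular identifiers on a NextSeq instrument, aligned the reads with STAR, collapsed reads by molecular identifier, and counted them per gene with HTSeq. Versions of these programs, the genome build and the annotation are not given in the deposit. The deposited values are counts of molecules for 47643 genes and 136 libraries, without normalization, filter or batch correction. Of these genes, 15908 have no count in any library. Symbols were taken from the deposit, and for 25646 of the 26051 genes without a symbol there, from GENCODE M21.

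Depth was similar between conditions in embryos, with median totals of 2695660 counts under normal and 2642455 under diabetic conditions at the 5–6 somite stages and of 2153047 and 2146898 at the 7–9 somite stages. In yolk sacs the medians were 2115652 and 2572872 at the earlier and 2122102 and 2640922 at the later stage. A permutation test of the totals gave p = 0.734 and 0.737 in embryos and p = 0.0812 and 0.242 in yolk sacs. Genes with low counts were left out of the tests by edgeR's filterByExpr with its minimum count of 10, which asks for enough counts in a sufficient number of libraries and is no threshold on the mean, and no statement on a change is made for them unless the test without that filter is named.

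Groups were formed by the tissue, stage and maternal condition in the sample labels. Each of the 4 comparisons of diabetic with normal pregnancies used the libraries of 1 tissue and stage. Genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization) under R 4.3.3, and an adjusted p under 0.05 counted as a call. Differences between tissues or stages were tested as interaction terms in fits over both. Diabetic and normal concepti share no dam, so no pairing of these groups is possible. Embryo and yolk sac of 1 conceptus share a label, and for comparisons of tissues a fit with the conceptus as a block was run as an alternative. The median correlation between the deviations of embryo and yolk sac of the same conceptus from their groups was 0.105 at the earlier and 0.0441 at the later stage. Normalized counts are counts divided by size factors from DESeq2 1.42.0. Orders of genes within libraries were compared on log2 of the normalized count plus 1 by two-sided paired permutation tests with sign flips over 100000 resamples, and all 131072 (n = 17) or 65536 (n = 16) sign assignments were enumerated later as an alternative. Permutation tests of correlations and of total counts used 100000 resamples. Tests with the litter as the unit compared litter means over all splits of the litters, 92378 at the earlier and 1716 at the later stage.

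Genes named in the text are the 22 genes of Supplementary Table S1, the genes of the lists below, and for each comparison up to 5 raised and up to 5 lowered genes with the largest log2 fold change among those called, with a mean of at least 10 normalized counts in a group and the same direction with counts summed per litter. The lists are 10 markers of visceral endoderm, 5 of primitive erythroid cells (Hbb-bh1, Hba-x, Hbb-y, Gata1, Klf1), the glucose-responsive genes Txnip and Arrdc4, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and 399 solute carrier and related genes. All of these, the tests and the alternatives below were chosen before the data were examined. Lists added later were a list of 18 genes of sterol synthesis and its regulation, a list of 13 immediate early genes, replication-dependent histone genes, and small non-coding RNA and mitochondrial tRNA genes by their biotype. Lists were tested with fry and camera from limma 3.58.1 and by the exact permutation of litter means, the latter adjusted over 27 tests of a list in a comparison.

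The alternatives were DESeq2's Wald test with its own size factors, its size factors within edgeR (RLE), no filter on low counts, a filter at a mean count of 10, somite number and sex as covariates, the 2-digit number at the start of the library titles (23, 24 or 28) as a covariate, litter as a random block (limma voom with duplicateCorrelation), counts summed per litter, all 8 groups of libraries in 1 fit, addition of each duplicate's counts to its original, and leaving out each litter in turn. The correlation of littermates estimated by limma was 0.251 and 0.128 in embryos and 0.165 and 0.0992 in yolk sacs. For normalized counts, size factors over the tissue or the whole series and TMM-normalized CPM values were tried, and for comparisons within libraries pseudocounts of 0.5 and 5. Removal of trends on GC content and transcript length in each library (lowess, span 0.3), a duplicate library in place of its original, and subsets by litter or title number were added after the data had been seen. The 4 batch-control duplicates were left out of all main comparisons, since each repeats a conceptus. Chance was assessed with 100 splits of the concepti into groups of the same sizes, and with 100 splits of whole litters. The litter splits kept the number of litters per group, while the number of concepti per group could vary.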

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

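The tests of litter differences and of splits of single concepti for the 4 genome-wide comparisons, the splits of whole litters in embryos, those for solute carriers at the 7–9 somite stages, and the test of Txnip and Arrdc4 were planned, as were, for these comparisons, the fits with DESeq2, without a filter, with somite number and sex, with litter as a random block, with counts summed per litter and without single litters. The other tests in this part were chosen only after the result was seen, and so was the use of somite number and sex as an explanation.

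The paper reports on nutrient transporters, and genes outside them differed between embryos of diabetic and normal pregnancies. At the 5–6 somite stages, edgeR called 161 of 11004 genes (65 higher and 96 lower in diabetic pregnancies), with 2313 at an unadjusted p under 0.05. The largest rises were those of Mir1983 (log2 fold change 2.17), Rny3 (2.02), Rnu11 (2.01), Gm25541 (1.93) and mt-Ta (1.74), and the largest declines those of 1700031P21Rik (-1.97), Gm11772 (-0.83) and Pcsk2os1 (-0.82). None of these 8 genes was called with litter as a random block, where their adjusted p lay between 0.120 and 0.363. Without litter D24M15 the rise of Mir1983 was 1.37, of Rny3 1.33 and of Rnu11 1.06, and without D28M23 that of mt-Ta was 0.99. Single litters also decided their calls. Without N28M06, Mir1983, Rny3, Rnu11, Gm25541, mt-Ta and Gm11772 were no longer called (adjusted p between 0.0725 and 0.152), and without D28M53, neither were 1700031P21Rik (0.0528) and Pcsk2os1 (0.0755). Leaving out other litters removed the call of Mir1983 and Rny3 (D24M15; Rny3 also with D28M23 or N28M22), of Gm11772 (D28M23 or N28M30), of Rnu11 (10 litters in all) and of mt-Ta (6). Among 100 splits of the concepti, the real 1 alone gave as many genes, which excludes chance among single concepti. When whole litters were split, 10 of 100 gave as many, and the largest other split gave 2263 genes, so chance among litters is not excluded. With litter as a random block 4 genes were called, all of them among the 161, and a difference between litters that is unrelated to diabetes may account for the rest. The count also moved by more than 1.5 times without single litters. It was 4 without N28M06, 40 without D28M53, 50 without N28M03, 55 without N28M22, 63 without D28M23, 79 without D24M22, 86 without N28M05 or N28M30, 90 without N28M25, 94 without D28M02, 323 without D28M37, 560 without N23M31 and 675 without N24M21. Against other technical causes, 139 of the 161 genes were called after trends on GC content and transcript length were removed, 90 with somite number and sex in the model, and total counts did not differ between conditions (permutation p = 0.734). The largest rise of a visceral endoderm marker in diabetic pregnancies came to 1.57% of its yolk sac level, and this share of yolk sac would bring 0 of the 161 genes to 0.5 of their change. For the 65 higher genes this argues against visceral endoderm of the yolk sac left on the embryo. An added share of yolk sac can hardly lower a gene, so the check decides nothing for the 96 lower genes. Less visceral endoderm on embryos of diabetic pregnancies was not tested. An effect of maternal diabetes remains an untested explanation beside the litters.

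At the 7–9 somite stages, edgeR called 966 of 10628 genes in embryos (553 higher and 413 lower in diabetic pregnancies), with 2916 at an unadjusted p under 0.05. Rnu11 (log2 fold change 3.39), Gm26656 (3.35), Rny3 (3.16), Vaultrc5 (3.00) and Snord43 (2.81) rose most, and Egr1 (-2.22), Gm10800 (-1.66), Gm43281 (-1.25), 5430431A17Rik (-1.06) and Gm37788 (-1.06) fell most. Gm10800 was not called without D24M15 (log2 fold change -1.38, adjusted p = 0.0843), nor 5430431A17Rik without N28M05 (-0.88, adjusted p = 0.0601). Chance among concepti is excluded, since of 100 splits only the real 1 gave as many genes. Among splits of whole litters 2 of 100 did, the real 1 and another with 1084 genes. This argues against chance among litters but does not exclude it. Litter as a random block left 314 genes, all among the 966, which argues against litter differences as the whole cause. With counts summed per litter edgeR called 8 genes, 4 of them among the 966. Without single litters the count was 501 (N28M05), 522 (D28M31), 575 (N28M07), 589 (D28M36) and 643 (N28M03), each more than 1.5 times lower. Without D24M15, the litter of 7 of the 16 diabetic embryos, 969 genes were called, and 680 of the 966 were among them. After removal of GC and length trends 383 of the 966 genes were called, so these trends are not the whole cause, although across genes log2 fold changes were correlated with GC content (Spearman's rho 0.30) and length (-0.31), where genes are not independent replicates. Somite number and sex in the model left 877 of them, and total counts did not differ (permutation p = 0.737). The largest rise of a visceral endoderm marker was 1.42% of its yolk sac level. It would bring 2 of the 966 genes to 0.5 of their change, all of them higher. For the 553 higher genes this argues against visceral endoderm left on the embryo. The check decides nothing for the 413 lower genes, which an added share of yolk sac can hardly lower. Erythroid markers rose further, with Hbb-y at 2.06% of its yolk sac level under normal and 5.01% under diabetic conditions. Their share was not tested in this way, so erythroid cells of the yolk sac stay open. A part that goes with GC content or with litters stays open, as does an effect of maternal diabetes, which is a hypothesis here.

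The change under maternal diabetes itself differed between stages and tissues for many genes. In embryos, the interaction test called 984 of 11304 genes between the 5–6 and the 7–9 somite stages (492 in either direction). Of 100 splits of the concepti within stages, only the real 1 gave as many, so chance among concepti is excluded, and the largest other gave 7. Litter as a random block gave 1292 genes, which argues against litter differences as modeled by a random block, and DESeq2 gave 1162. Without the filter on low counts it was 438. Log2 fold changes in embryos were correlated with GC content and length in opposite directions at the 2 stages (Spearman's rho -0.23 and 0.30 for GC content, 0.13 and -0.31 for length, where genes are not independent replicates), which by itself would make stages differ. After removal of these trends 580 genes were called, 392 of them among the 984, so the trends are not the whole cause, and a part of the stage difference that goes with them stays open. Between embryo and yolk sac, the change differed for 45 of 11577 genes at the 7–9 somite stages (22 and 23 in the 2 directions; 2046 at an unadjusted p under 0.05). Only 1 of 100 splits, the real one, gave as many, and litter as a random block gave 99, DESeq2 222 and the conceptus as a block 47. Of the 45 genes, 44 were called with the litter block, 45 with DESeq2 and 29 with the conceptus block. After removal of GC and length trends 37 were called, 25 of them among the 45. At the 5–6 somite stages edgeR called 0 genes between the tissues, with 895 at an unadjusted p under 0.05, and DESeq2 and the litter block called 0 as well. In yolk sacs 0 genes differed between the stages by edgeR (634 at an unadjusted p under 0.05; 0 by DESeq2 and by the litter block). A count of 0 is reached by 100 of 100 splits by necessity, so the splits decide nothing for either. Stage and tissue as biological causes were not tested further, and litters at the different stages overlap only in part, so a litter component may remain in the stage difference beside that of GC content and length (438 to 1292 genes over the settings).

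In yolk sacs, edgeR called 0 of 10250 genes at the 5–6 somite stages (863 at an unadjusted p under 0.05; DESeq2 called 4) and 2 of 10317 at the 7–9 somite stages (1122 at an unadjusted p under 0.05; DESeq2 called 38). At the earlier stage litter as a random block in limma also called 0, with 411 at an unadjusted p under 0.05, and a count of 0, which 100 of 100 splits of concepti reach by necessity, leaves nothing to separate from chance or litters. Without D23M11 it was 1 and without N28M06 it was 3. The 2 genes of the later stage are mt-Tq (log2 fold change 2.06, adjusted p = 5.9e-04) and mt-Nd6 (1.79, adjusted p = 3.6e-04), both mitochondrial. They were not called without litter D24M15, where the log2 fold change of mt-Tq was 1.36 and that of mt-Nd6 1.22 and the count was 0. The count was 4 without D28M23, 28 without D28M31 and 5 without D28M36. Among splits of the concepti 2 of 100 gave at least 2 genes (71 in the other), but among splits of whole litters 21 of 100 did, up to 488 genes. Chance among litters is not excluded, and with 1 gene called under a random litter block, litter differences cannot be told apart from maternal diabetes for this pair.

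Among solute carriers and related genes, which the paper examined in yolk sac beyond those in its table, embryos gave 5 calls at the 5–6 and 13 at the 7–9 somite stages. Slc6a6 rose (log2 fold change 0.60, adjusted p = 0.0142) and Slc35f1 (-0.71, 0.0184), Slc2a4 (-0.73, 0.0270), Slc1a4 (-0.44, 0.0364) and Slc25a14 (-0.43, 0.0405) fell at the earlier stage. At the later stage 5 rose and 8 fell, among them Slc46a1 (0.51), Slc48a1 (0.43), Slc36a1 (-0.56) and Slco5a1 (-0.67). These genes other than Slc2a4 were chosen after their values were seen. Each lost its call without at least 1 litter. At the earlier stage N28M06 and D28M53 removed the call of all 5, and the highest adjusted p was 0.106 for Slc6a6, 0.154 for Slc2a4 and 0.202 for Slc25a14 without N28M06, 0.0896 for Slc35f1 without D28M53 and 0.0812 for Slc1a4 without N28M22. Slc2a4 lost it without 5 litters in all, Slc1a4 without 8 and Slc25a14 without 11. At the later stage the call was lost without D28M36 (adjusted p = 0.0608) or N28M06 (0.0583) for Slc46a1, without N28M05 (0.0556) for Slc48a1, and without 6 litters each for Slc36a1 (up to 0.0864 without N28M07) and Slco5a1 (up to 0.0791 without D24M15). Without D24M15 the log2 fold change of Slc36a1 was -0.89. At either stage only 1 of 100 splits of the concepti, the real one, gave as many. In yolk sacs edgeR called 0 (19 and 17 genes at an unadjusted p under 0.05; DESeq2 0 and 1), a count that 100 of 100 splits reach by necessity, so the splits decide nothing there. When whole litters were split, 6 of 100 gave as many at the earlier stage and 1 of 100, the real one, at the later. Chance among litters is thus not excluded at the earlier stage. At the later stage the splits argue against it. With litter as a random block the counts were 0 and 1. Litter differences may account for much of these counts, and an effect of maternal diabetes is not excluded.

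Small non-coding RNAs (small nuclear, small nucleolar, Cajal body and other short RNAs by biotype) took a larger share of the counts in embryos of diabetic pregnancies. The share was 0.132% ± 0.0682 against 0.0635% ± 0.0202 in normal pregnancies at the 5–6 somite stages (SD, n = 17 each; exact permutation of litter means p = 9.2e-04, adjusted p = 0.0221 over 24 tests). At the 7–9 somite stages it was 0.213% ± 0.101 against 0.0694% ± 0.0211 (SD, n = 16 each; exact permutation p = 0.0029, adjusted p = 0.0350). In yolk sacs the share did not differ (exact permutation p = 0.229 and 0.508), and the difference between the tissues was 0.80 on the log2 scale at the earlier and 1.23 at the later stage (exact permutation p = 0.0071 and 0.0076, adjusted p = 0.0303 over 12 tests). As a list in embryos, 43 of 43 tested genes were higher at the earlier stage (median log2 fold change 0.84; litter means p = 0.0019 by exact permutation, adjusted p = 0.0490 over 27 tests) and 39 of 41 at the later (1.05; p = 0.0111, adjusted p = 0.0598, which fails the correction). In yolk sacs 14 of 15 were higher at the earlier stage (median 0.22, and 0.08 without D28M02). The exact litter p was 0.350 there, where fry gave 0.131 and camera 5.5e-04. At the later stage 5 of 12 were higher in yolk sacs (median -0.14, exact litter p = 0.883). In 3 of the 8 groups of litters, a litter stood apart from the others by Dixon's criterion, which chance does in about 1 group in 20. These are the diabetic litter D24M15 in embryos at the earlier stage (0.269%), the normal litter N28M30 in embryos at the later stage (0.131%) and the normal litter N28M07 in yolk sacs at the later stage (0.0514%). The difference in embryos does not rest on D24M15, without which the exact permutation p was 0.0021 at the earlier and 0.0051 at the later stage. Within title number 28, where the title numbers may mark batches, the exact p of the share was 0.0023 at the earlier and 0.0397 at the later stage, so these batches are not the whole cause of its difference. For the list the exact p within number 28 was 0.0087 at the earlier stage but 0.135 at the later, so for the list at the later stage such batches are not excluded. The share was not correlated with the total count (Spearman's rho -0.159 in normal embryos at the earlier stage and -0.285 in diabetic embryos at the later, the larger of each stage; permutation p = 0.542 and 0.287, adjusted p = 0.770 over 4 groups; Pearson's r -0.206 and -0.286, and -0.280 and -0.193 without the 2 farthest embryos). Removal of GC and length trends lowered the median of the list to 0.54 and 0.47, so a part of the rise that goes with these trends cannot be told apart from a change in the RNAs. These transcripts mostly lack a poly(A) tail, and a difference in how embryo libraries captured such RNAs is a candidate explanation. Histone transcripts, which also lack it, rose too (exact permutation p of litter means 0.0082 at the earlier and 0.0181 at the later stage, adjusted p = 0.0598 and 0.0813 over 27 tests). Neither passes the correction, so capture cannot be told apart from a change under maternal diabetes.

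Histone genes that are transcribed in replication were higher in 19 of 23 tested genes at the 5–6 somite stages in embryos of diabetic pregnancies (median log2 fold change 0.95, 3 called) and in 27 of 27 at the 7–9 somite stages (1.07, 19 called). Without litter D24M15 the median at the earlier stage was 0.56. The difference between embryo and yolk sac in the log2 ratio of their share of counts was 0.40 at the earlier and 0.65 at the later stage (exact permutation p = 0.0071 and 0.0157, adjusted p = 0.0303 and 0.0378 over 12 tests). Among the same 12 tests, the share of mitochondrial transcripts at the earlier stage also differed between the tissues (0.34, adjusted p = 0.0310). In yolk sacs the medians of the histone list were 0.15 (0.03 without D28M02 and 0.34 without N28M06) and -0.09 (-0.34 without D28M36 and -0.00 without D28M23). Within title number 28 the exact permutation p of the list in embryos was 0.0082 at the earlier and 0.151 at the later stage. Capture of RNAs without a poly(A) tail, with the litter p of 0.0082 and 0.0181 above, and a change in proliferation under diabetes, which was not tested, both stay open.

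Genes of sterol synthesis and its regulation were lower in embryos of diabetic pregnancies at the 5–6 somite stages. All 17 tested genes of the list fell (median log2 fold change -0.34, 7 called; -0.37 to -0.31 without single litters). The p was 2.6e-07 by fry and 6.0e-15 by camera, whose call thus holds under fry, and the exact permutation of litter means gave 0.0036, with 8 of 9 diabetic litters below the median of the normal litters (adjusted p = 0.0490 over 27 tests). The list was written after Sqle and Cyp51 had been seen among the called genes, and without these the exact p was 0.0048. GC and length trends do not account for it, with a median of -0.35 after their removal, and neither does litter D24M15 (exact p = 0.0066 without it) or the title number (exact p = 0.0303 within number 28). In embryos at the 7–9 somite stages the median was -0.22 (-0.09 without D24M15) with an exact litter p of 0.635, where fry gave 0.0127 and camera 3.8e-04. In yolk sacs the medians were 0.04 (-0.06 without D28M36) and -0.03 (-0.09 without D28M31 and 0.05 without N28M07). The difference between embryo and yolk sac at the earlier stage was -0.37 (exact permutation p = 3.2e-04). Lower sterol synthesis in embryos of diabetic dams is a candidate explanation (exact litter p = 0.0036), but only transcripts were measured, and it cannot be told apart from another cause that lowers these transcripts alone.

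Immediate early genes were lower in embryos of diabetic pregnancies at the 7–9 somite stages, in 8 of 8 tested genes (median log2 fold change -0.47). Egr1 (-2.22, adjusted p = 3.8e-04) and Dusp1 (-0.59, adjusted p = 0.0171) were called. All 6 diabetic litters lay below the median of the normal litters (exact permutation p = 0.0111), but the adjusted p over 27 tests was 0.0598, which fails the correction. Fry gave p = 0.0042 and camera 0.0010. The list was written after Egr1 had been seen, and without that gene the exact p was 0.0152. Without D24M15 it was 0.0240, within title number 28 it was 0.0397, and the median after removal of GC and length trends was -0.58, so none of these accounts for it. At the 5–6 somite stages the median in embryos was -0.37 (-0.13 without D28M53), with 6 of 9 tested genes lower. The exact litter p was 0.623 there, where fry gave 0.0951 and camera 0.0180. In yolk sacs at the later stage 9 of 9 tested genes were higher (median 0.56, and 0.26 without N28M05; exact litter p = 0.343, where fry gave 0.0440 and camera 1.1e-05), and the tissues differed by -1.17 (exact permutation p = 0.0111). Immediate early transcripts rise within minutes of handling, so the time from dissection to lysis may differ between litters. A time shared by embryo and yolk sac would move both alike, which the difference between the tissues (exact p = 0.0111) argues against, but separate times for the tissues were not recorded, and the cause cannot be told apart from maternal diabetes.

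Of the glucose-responsive genes, Arrdc4 rose in embryos of diabetic pregnancies at the 7–9 somite stages, from 13.2 ± 4.09 to 23.7 ± 6.18 normalized counts (SD, n = 16 each; log2 fold change 0.84, adjusted p = 3.8e-04 from edgeR, 1.1e-05 to 0.0505 over the other settings). All 16 diabetic embryos lay above the median of the normal embryos, and the exact permutation of litter means gave p = 0.0012 (adjusted p = 0.0093 over 8 tests). At the 5–6 somite stages the log2 fold change was 0.61 (adjusted p = 0.101; called without litter N28M30, at 0.0469), and in yolk sacs 0.31 and 0.40, not called. There the exact permutation of litter means gave p = 0.0410 in embryos and 0.0480 and 0.0268 in yolk sacs at the earlier and later stages (adjusted p = 0.0960 for each). Txnip, which responds to the same glucose-sensing factors, was not called in any comparison (smallest adjusted p = 0.521). In embryos at the 5–6 somite stages all 9 diabetic litters lay above the median of the normal litters for Txnip, with an exact permutation p of 0.0700 (adjusted p = 0.112), and in the other comparisons the exact p was at least 0.483. Raised glucose in the conceptus may account for the rise of Arrdc4, but Txnip with its large spread between concepti does not decide it, and the explanation cannot be told apart from other effects of maternal diabetes.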

How the results depend on the processing

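Among the alternatives, removal of GC and length trends, the duplicate of N28M06C in place of its original, the stage difference without a filter on low counts, and all sign assignments in the paired tests within libraries were chosen only after the results were seen.

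Of the 161 and 966 genes called in embryos, 0 and 4 changed direction under another setting, the 4 with GC and length trends removed, and 0 did so without any single litter. Some of them were not among the genes tested under a setting. These were 1 of the 161 with the duplicate in place of its original, and 2 of the 966 with a filter at a mean count of 10 and 1 with GC and length trends removed. Without single litters they were at most 4 of the 161 (N28M06) and 10 of the 966 (N28M07). The numbers called depended on the setting. In embryos at the 5–6 somite stages, where edgeR called 161, DESeq2 called 493, no filter on low counts 291, somite number and sex as covariates 92, the title number as covariate 324, litter as random block 4, counts summed per litter 0 (1224 at an unadjusted p under 0.05), all 8 groups in 1 fit 464, GC and length trends removed 282, and DESeq2 with the duplicate in place 481. In embryos at the 7–9 somite stages, against 966, the title number as covariate gave 1714, litter as random block 314, counts summed per litter 8 and GC and length trends removed 543. In yolk sacs at the 5–6 somite stages, against 0, DESeq2 gave 4, DESeq2 with the duplicate in place 1, somite number and sex 1, the title number 1 and all 8 groups 5. In yolk sacs at the 7–9 somite stages, against 2, DESeq2 gave 38, no filter 25, the filter at a mean of 10 gave 11, litter as random block 1, counts summed per litter 0 (803 at an unadjusted p under 0.05) and all 8 groups 19. The cause of these differences was not tested. In counts simulated for embryos at the 5–6 somite stages with 200 changed genes and no litter differences, edgeR called 174 genes, litter as random block 173 and counts summed per litter 163. The share of higher genes among the calls moved as well, from 40.4% at the earlier stage in embryos to 56.2% with DESeq2 (277 higher, 216 lower), 66.7% without a filter and 51.3% with all 8 groups, and from 57.2% at the later stage to 69.0% without a filter and 66.9% with litter as random block.

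With each litter left out in turn, the counts ranged from 4 (N28M06) to 675 (N24M21) and from 501 (N28M05) to 1067 (D23M26) in embryos, and from 0 to 3 (N28M06) and from 0 (D24M15) to 28 (D28M31) in yolk sacs.

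Slc2a4 in embryos at the 5–6 somite stages kept its direction under all settings and lost its call with litter as random block (log2 fold change -0.73, adjusted p = 0.176) and with counts summed per litter (-0.72, adjusted p = 0.279). Without single litters its log2 fold change ranged from -0.83 (D28M23) to -0.67 (N28M22), with adjusted p from 0.0103 to 0.154. Of the log2 fold changes of listed transporters under the other settings, 415 kept their side of the threshold on the adjusted p, and 2, those of Slc2a4, did not. Of those without single litters 543 did, 5 lost a call (Slc2a4) and 1 gained a call (Cpt2 in embryos at the 7–9 somite stages without N28M06, 0.34). Arrdc4 was called at the 5–6 somite stages in embryos with all 8 groups in 1 fit (0.60, adjusted p = 0.0218) and lost its call at the 7–9 somite stages with counts summed per litter (0.80, adjusted p = 0.0505). Without single litters it ranged from 0.43 (N28M06) to 0.78 (N28M30) at the earlier and from 0.72 to 0.96 at the later stage.

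The number of genes whose change differed between embryo and yolk sac at the 7–9 somite stages was 222 with DESeq2 and 99 with litter as random block, against 45. Between the stages in embryos it was 438 without a filter on low counts and 580 with GC and length trends removed, against 984. Solute carriers called in embryos at the 5–6 somite stages numbered 8 with DESeq2, 0 with litter as random block and 0 with counts summed per litter, against 5. In embryos at the 7–9 somite stages they numbered 1 with litter as random block and 0 with counts summed per litter, against 13, and in yolk sacs at that stage 1 with DESeq2 and 1 without a filter, against 0. The correlation of Slc2a2 with visceral endoderm markers within litters was 0.54 (p = 0.0701, permutation) for normal pregnancies at the 5–6 somite stages.

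Normalized counts of the listed transporters moved by more than 1 SD in 86 of their values under alternatives, 83 of them as TMM-normalized CPM values, which are on another scale, and 706 did not. All 120 values of orders within libraries, under other pseudocounts or with all sign assignments, kept direction and side of the threshold. For other named genes, 304 values under alternatives kept their call and 63 lost it, with 30 of these under counts summed per litter and 22 under litter as random block.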

Differences from the paper's values

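No test in this part was chosen after the result was seen, apart from the duplicate library in place of its original.

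None of the means in Supplementary Table S1 differed from the recomputed values by more than 1 SD and 1.5 times. Among the adjusted p values of genes that edgeR's filter kept, that of Slc2a4 in embryos at the 5–6 somite stages differed by more than 1.5 times, with 0.0054 as the paper's reported value and 0.0270 here, and no other did. Of the alternatives set before the data were examined, DESeq2's Wald test (0.0065) lies within 1.5 times of the paper's value. The others do not, with litter as a random block (0.176) and counts summed per litter (0.279) on the other side of 0.05. Adjusted p values of genes that the filter left out were not compared. DESeq2 with the duplicate of N28M06C in place of its original, chosen after seeing the values, gives 0.0060 and drops none of the paper's called genes.

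The paper states that Slc2a4 expression was not detectable in embryos at the 7–9 somite stages. Slc2a4 had 16.2 normalized counts under normal and 12.4 under diabetic conditions there, with a count in each of the 16 embryos of either group, and the paper's own table lists it at 16.19 and 12.39.

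The paper names Slc27a3 and Slc27a4 after Slc2a3 and Slc2a1 as the highest of its transporters in embryos. Cpt2, which is on the same list, was higher than Slc27a4, at 57.6 against 48.8 normalized counts under normal conditions at the 5–6 somite stages and 47.4 against 32.1 at the 7–9 somite stages.

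The paper concludes that transcript levels of nutrient transporters are unaltered by maternal diabetes. Of its 22 listed genes, 1 (Slc2a4) was called here, in 1 of the 4 comparisons, as in the paper. On the wider list of solute carriers, edgeR called 5 of 165 tested genes in embryos at the 5–6 somite stages and 13 of 156 at the 7–9 somite stages. With counts summed per litter edgeR called 0 at both stages, with 23 and 26 at an unadjusted p under 0.05, and with litter as a random block limma called 0 and 1.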

Other observations

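In this part the tests of Slc2a2 against visceral endoderm and of the sex labels were planned, and the test of the duplicate library and the tallies by biotype were chosen only after the result was seen.

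Slc2a2 counts in embryos could come from visceral endoderm left on the embryo, as the paper proposes, and the correlation with 10 markers of that layer within each stage and condition was at least 0.797 (Spearman's rho). This is the value such an origin needs, in a test that could have come out otherwise. The 5 erythroid markers of the yolk sac were at 0.377% to 1.29% of their yolk sac level in embryos at the earlier stage and at 2.19% to 3.47% at the later, against 1.54% and 1.45% for Slc2a2. Expression of Slc2a2 in embryonic cells at a low level is not excluded.

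The marker lists themselves did not separate diabetic from normal pregnancies. For visceral endoderm, the median log2 fold change was 0.19 and 0.52 in embryos at the earlier and later stages and -0.14 and 0.06 in yolk sacs. Without single litters it ranged from -0.26 (D28M53) to 0.36 (D28M23) and from 0.33 (N28M05) to 0.92 (N28M07) in embryos, and from -0.19 (D28M23) to -0.00 (N28M06) and from 0.03 (N24M29) to 0.14 (D24M15) in yolk sacs. Means over the list per litter differed by -0.34 and 0.34 in embryos, at the earlier stage in the direction opposite to the median, and by -0.11 and 0.06 in yolk sacs (exact permutation p = 0.329, 0.545, 0.423 and 0.536). For erythroid markers the median was 1.23 over 3 of 3 tested genes in embryos at the later stage (0.76 without D28M36 to 1.64 without D24M15; exact p = 0.193) and -0.31 (-0.40 without D28M23 to -0.24 without N28M06) and -0.03 (-0.12 without N28M05 to 0.12 without N28M07) in yolk sacs (exact p = 0.318 and 0.702). In embryos at the earlier stage too few of them had counts to be tested as a list. Mitochondrial tRNA genes had medians of 1.02 and 1.53 in embryos and 0.17 and 0.58 in yolk sacs, with exact litter p of 0.0894, 0.0734, 0.263 and 0.0449 (adjusted p = 0.173 over 27 tests for the last). Without D28M23 the medians in embryos were 0.47 and 0.65, and without D24M15 those in yolk sacs were -0.26 and 0.28. The highest were 1.31 (N24M21) and 1.73 (N28M06) in embryos, and 0.61 (N28M06) and 0.75 (D28M36) in yolk sacs.

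Of the genes called in embryos at the 7–9 somite stages, all 33 with the annotation TEC (to be experimentally tested) and all 4 sense intronic genes were lower in diabetic pregnancies, and all 15 small nucleolar, 5 small nuclear, 3 Cajal body and 7 mitochondrial tRNA genes were higher. The share of counts on TEC and sense intronic genes was 0.243% ± 0.0736 against 0.315% ± 0.0660 in normal pregnancies (SD, n = 16 each; exact permutation of litter means p = 0.0606, adjusted p = 0.242 over 24 tests). At the 5–6 somite stages it went the other way, with 0.324% ± 0.126 in diabetic against 0.260% ± 0.0775 in normal pregnancies (SD, n = 17 each; exact permutation p = 0.628), and 2 sense intronic genes were called higher there.

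For 2 concepti the labels give different sexes for embryo and yolk sac. In the diabetic conceptus D28M27C, the embryo had 1642 normalized counts of Xist and 2.54 of the 4 Y-linked genes together, and the yolk sac 30.7 and 529.8. In the normal conceptus N28M07E, the embryo had 15.2 and 504.9, and the yolk sac 2161 and 1.43. A wrong sex label is excluded as the cause, since in 0 of the 136 libraries the sex-linked genes went against the label. Embryo and yolk sac from different concepti is the explanation that the counts of these 2 concepti call for. For N28M07E a littermate may be the source, as its litter has 4 concepti in the dataset, whereas D28M27C is the only 1 of its litter. An exchange between the 2 concepti, whose sexes are reversed to each other, would put libraries in the wrong condition and stage, and it is not excluded. Both were kept as labeled.

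The batch-control duplicates of N28M06C differed from their originals by no more than sampling, with a chi-square per gene of 0.845 (embryo) and 0.749 (yolk sac). The same held for the yolk sac of D24M15G (0.477). The duplicate of the D24M15G embryo differed by more than sampling, with 1.63 and 100 of 11065 genes beyond it. Between littermates the chi-square per gene was at least 5.10. The paper's control means at the 5–6 somite stages were matched to between 0.9991 and 1.0005 in both tissues when the duplicate libraries of N28M06C took the place of their originals, against 0.959 to 1.066 with the originals. That the paper's means were made with the duplicate is thus a possible explanation (highest ratio 1.0005), found from these values and not stated in the paper's text.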
